# A common wild rice-derived *BOC1* allele reduces callus browning in *indica* rice transformation

**DOI:** 10.1038/s41467-019-14265-0

**Published:** 2020-01-23

**Authors:** Kun Zhang, Jingjing Su, Min Xu, Zhihui Zhou, Xiaoyang Zhu, Xin Ma, Jingjing Hou, Lubin Tan, Zuofeng Zhu, Hongwei Cai, Fengxia Liu, Hongying Sun, Ping Gu, Chen Li, Yuntao Liang, Wensheng Zhao, Chuanqing Sun, Yongcai Fu

**Keywords:** Molecular engineering in plants, Agricultural genetics, Natural variation in plants

## Abstract

Callus browning, a common trait derived from the *indica* rice cultivar (*Oryza sativa* L.), is a challenge to transformation regeneration. Here, we report the map-based cloning of *BROWNING OF CALLUS1* (*BOC1*) using a population derived from crossing Teqing, an elite *indica* subspecies exhibiting callus browning, and Yuanjiang, a common wild rice accession (*Oryza rufipogon* Griff.) that is less susceptible to callus browning. We show that *BOC1* encodes a SIMILAR TO RADICAL-INDUCED CELL DEATH ONE (SRO) protein. Callus browning can be reduced by appropriate upregulation of *BOC1*, which consequently improves the genetic transformation efficiency. The presence of a *Tourist*-like miniature inverted-repeat transposable element (*Tourist* MITE) specific to wild rice in the promoter of *BOC1* increases the expression of *BOC1* in callus. *BOC1* may decrease cell senescence and death caused by oxidative stress. Our study provides a gene target for improving tissue culturability and genetic transformation.

## Abstract (web summary)

Callus browning heavily affects *indica* rice transformation regeneration. Here, the authors show transposon insertion in the promoter of *BOC1* gene, encoding a SIMILAR TO RADICAL-INDUCED CELL DEATH ONE protein, can upregulate its expression and decrease callus browning in cultivated rice by releasing oxidative stress.

## Introduction

In contrast to *japonica* rice (*Oryza sativa* ssp. *japonica*), *Agrobacterium tumefaciens*-mediated transformation of *indica* rice (*Oryza sativa* ssp. *indica*) is hindered by callus browning. Callus browning is a common feature of many plant species that presents problems for in vitro culture, a process required for transgenic breeding, resulting in decreased regenerative ability, poor growth, and even death^1^. The use of antioxidants^2–4^, adsorbing agents^5^, low salt concentrations^6^, and growth regulators^7^ may lessen the effects of callus browning to a certain degree, but because some species do not tolerate these treatments, there is no universal solution to this problem.

The physiological and biochemical mechanisms of callus browning have been extensively studied. For instance, reducing the activity of polyphenol oxidase (PPO), which catalyzes the oxidation of phenols to quinones that in turn polymerize to form brown pigments^8^, can mitigate the browning of callus^9^. Browning calli have lower antioxidant enzyme activity than non-browning calli and oxidative stress is associated with callus browning^10,11^. Endogenous^12^ and exogenous^13^ ethylene (ET) cause browning in plant cell cultures. In addition, reduced nitrite reductase activity leads to callus browning^14^.

Different periods of in vitro rice tissue culture are controlled by many complex genes, respectively^15^. Several quantitative trait loci (QTLs) for culturability traits in rice have been identified^16–24^. Using positional cloning, a major QTL gene encoding ferredoxin-nitrite reductase (NiR) that determines regeneration ability in rice was identified^19^. QTLs involved in callus browning have been identified on all 12 rice chromosomes^17,21–24^. However, to our knowledge, there have been no reports on the isolation of genes related to callus browning in any plant species. The molecular mechanisms underlying physiological processes inducing browning in plant cell culture still remain unclear.

Genetic analyses of rice culturability have mainly been performed on cultivated rice, and few studies have employed common wild rice (*Oryza rufipogon* Griff.). In this study, we isolate and characterize a gene responsible for mitigating callus browning in rice, named *BROWNING OF CALLUS1* (*BOC1*). The *BOC1* allele is specific to common wild rice. *BOC1* is an allele of a rice homolog of SRO (SIMILAR TO RCD ONE), termed *OsSRO1c*. The appropriate upregulation of *BOC1* significantly reduces callus browning during callus proliferation. *BOC1* is upregulated in common wild rice callus due to the presence of the *Tourist* MITE in the promoter region of *BOC1*. Additionally, *BOC1* improves the genetic transformation efficiency and frequency of *Hygromycin* (*Hyg*)-resistant calli following gene transfer. *BOC1* may regulate oxidative stress and programmed cell death (PCD), which may repress the callus browning. Our findings not only elucidate the mechanisms of callus browning during tissue culture, but also provide important insights into establishing a suitable genetic transformation system for the molecular breeding of rice.

## Results

### Phenotypic analysis of introgression line YIL25

To identify the gene responsible for callus browning in rice, we constructed a set of introgression lines using a Yuanjiang common wild rice (YJCWR, *O. rufipogon*) accession that is relatively resistant to browning (Fig. 1b) as a donor and an elite *indica* cultivar Teqing (*O. sativa*) that is more susceptible to callus browning (Fig. 1a) as the recipient. We screened the introgression line YIL25 by inoculating mature seeds on unimproved NB (UINB) medium (NB basal medium without additives) for 7 days, and transferred the resulting scutellum-derived calli to UINB medium for 3 weeks of subculture (Fig. 1c). The callus browning rate (CBR) and callus browning index (CBI) were lower in YIL25 than Teqing (Fig. 1j, k). YIL25 contained three YJCWR chromosomal segments on the short arm of chromosomes 2, 3, and 5 (Supplementary Fig. 1). We, therefore, chose YIL25 as a reduced-browning line to cross with Teqing. The F_1_ plants showed similar phenotypes of CBR and CBI to YIL25 (Supplementary Fig. 2). These results indicated that the reduced-browning trait is controlled by a dominant gene. The histological examination indicated that the cell arrangement of YIL25 calli was more even and the cells were smaller and denser compared to Teqing (Fig. 1d, e). Observations using scanning electron microscopy (SEM) revealed that YIL25 calli consisted of many globular nodules (Fig. 1h) and the cells of YIL25 were turgid (Fig. 1i), whereas Teqing calli had fewer globular nodules (Fig. 1f) and the cells of Teqing were flaccid (Fig. 1g).

**Fig. 1:**
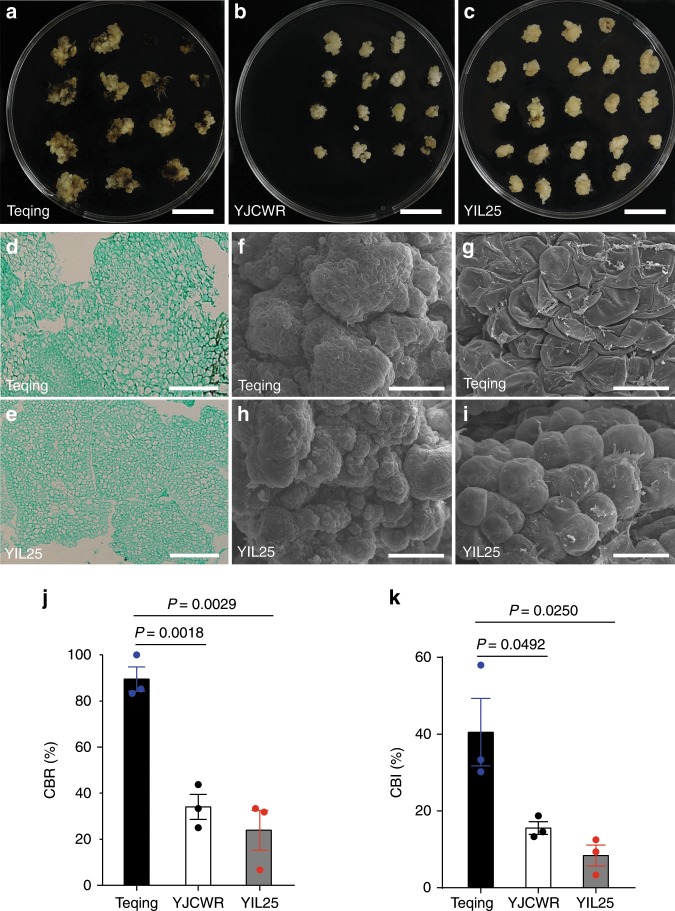
Phenotypic analysis of calli subcultured for 21 days. **a**–**c** Callus browning phenotypes observed in the calli after subculture for 21 days including **a** *indica* variety Teqing, **b** Yuanjiang wild rice (*Oryza rufipogon*, YJCWR), and **c** the introgression line YIL25. Scale bars, 2 cm. **d**, **e** Paraffin sections of **d** Teqing and **e** YIL25. Scale bars, 100 μm. **f**–**i** Scanning electron microscopy of Teqing and YIL25 calli. **f** Teqing calli. Thirty calli each from Teqing and YIL25 were collected for analysis of paraffin sections and scanning electron microscopy. Scale bars, 300 μm. **g** Enlarged from (**f**). Scale bars, 40 μm. **h** YIL25 calli. Scale bars, 300 μm. **i** Enlarged from (**h**). Scale bars, 40 μm. **j**, **k** Comparison of the CBR and CBI values of various calli. Values in (**k**, **l**) are means ± SE (*n* = 3 biologically independent samples). Two-tailed Student’s *t*-tests were performed to determine significant differences. Source data underlying Figs. **j**, **k** are provided as a Source Data file.

### Map-based cloning of the callus browning trait gene

To clone the gene for the callus browning trait, we constructed a F_2_ population of 198 segregating plants derived from a cross between YIL25 and Teqing. We used the CBI as a phenotypic index as it reflects the frequency and degree of callus browning. First, we measured the CBI on the seed-derived callus of the 198 individual plants. We then performed QTL analysis using simple sequence repeat (SSR) markers. The callus browning trait QTL, *qCBT3*, which is located between SSR markers RM3131 and RM3766 on the short arm of chromosome 3, had the largest effect, explaining 14% of the phenotypic variance associated with decreased CBI (Fig. 2a; Supplementary Table 1).

**Fig. 2:**
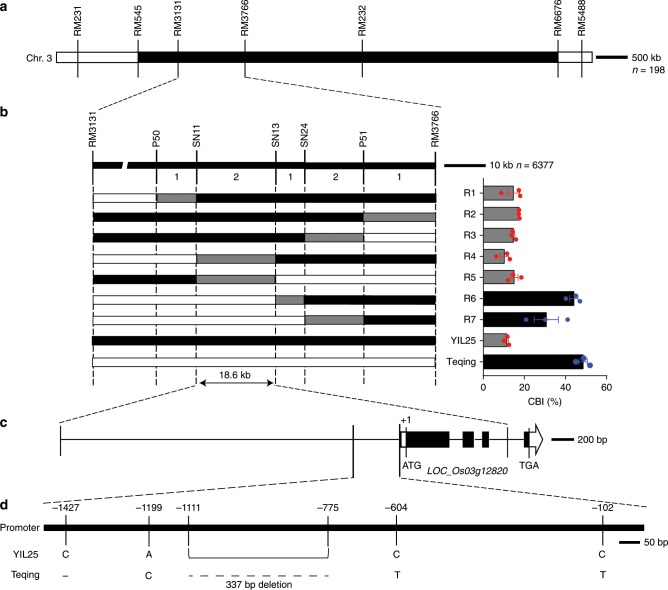
Map-based cloning of the callus browning trait gene. **a** *qCBT3* was initially localized to a region between markers RM3131 and RM3766 on the short arm of chromosome 3 (*n* = 198 plants of F_2_ populations derived from a cross between YIL25 and Teqing). Scale bar, 500 kb. **b** Positional cloning narrowed the *qCBT3* locus to an 18.6 kb region between markers SN11 and SN13 (*n* = 6377 individuals used for high-resolution mapping). R1 through R7 are recombinants. The black, white, and gray regions indicate homozygous for the YIL25 genome, homozygous for the Teqing genome, and the interval in the chromosome where crossover took place, respectively. Scale bar, 10 kb. *LOC_Os03g12820* is the candidate gene *BROWNING OF CALLUS1* (*BOC1*). Data are means (*n* = 3 biologically independent samples), with error bars showing standard error. **c** Structure of the candidate gene *BOC1*. White box, white box with arrow, black boxes, and lines between boxes indicate the 5′-UTR, 3′-UTR, exons, and introns, respectively. **d** Mutation sites of the *BOC1* promoter in YIL25 and Teqing. The ellipsis indicates deletion of bases. Scale bar, 50 bp. Source data underlying Figs. **a**, **b** are provided as a Source Data file.

For high-resolution mapping, we selected F_2_ individuals that were heterozygous at the *qCBT3* locus (RM3131-RM3766), containing one chromosomal segment from Teqing and one from YJCWR by self-crossing to construct a segregating population to eliminate gene interference on introgression segments of chromosomes 2 and 5 (Fig. 2b). We identified plants with recombination events between markers RM3131 and RM3766 by genotyping the 6377 individuals in the population and evaluated the CBI of these recombinant individuals (Fig. 2b). We then developed single nucleotide polymorphism (SNP) markers and delimited *qCBT3* to an 18.6 kb region between SNP markers SN11 and SN13. This region contained only one predicted gene (*LOC_Os03g12820*) in the Nipponbare reference genome (The Rice Genome Annotation Project Database, Fig. 2c). Sequence analysis of the coding region in this interval revealed no sequence variation between Teqing and YIL25. Next, we compared the promoter sequences upstream of the translation start site between Teqing and YIL25 and identified one 337 bp deletion, one 1 bp deletion, and three SNPs in Teqing (Fig. 2d; Supplementary Fig. 3). Therefore, we chose *LOC_Os03g12820* as the candidate gene for *BROWNING OF CALLUS1* (*BOC1*).

### Functional analysis of *BOC1*

To elucidate the function of *LOC_Os03g12820*, we constructed an RNA interference construct targeting *LOC_Os03g12820* and transformed it into introgression line YIL25 (designated as pRi-*BOC1*-YIL25). Eighteen transgenic lines were obtained. Reverse transcription-quantitative PCR (RT-qPCR) analysis showed that *LOC_Os03g12820* was expressed at lower levels in the pRi-*BOC1*-YIL25 positive transgenic lines than in the negative (non-transformed) plants (Fig. 3e). In addition, RNAi suppression of *LOC_Os03g12820* in the pRi-*BOC1*-YIL25 positive transgenic lines to the level of Teqing caused serious callus browning compared to the non-transformed controls (Fig. 3a–e).

**Fig. 3:**
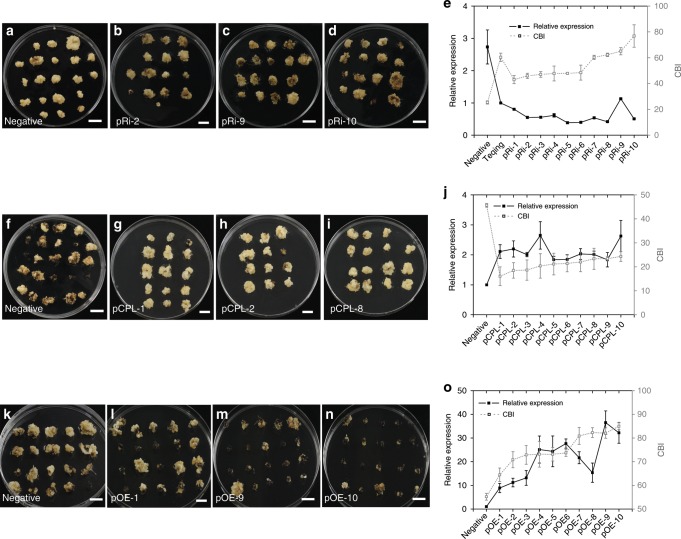
Functional analysis of *BOC1*. **a**–**d** Phenotypes of calli from pRi-*BOC1*-YIL25 transgenic plants (*n* = 18). Negative represents segregating plants from the transformation process but without the transgene. Scale bars, 1 cm. **e** Comparison of the relative expression levels and CBI between a negative transgenic line and 10 RNAi lines (*n* = 3 biological replicates). **f**–**i** Phenotypes of calli from pCPL-*BOC1*-Teqing transgenic plants (*n* = 15). Scale bars, 1 cm. **j** Comparison of the relative expression levels and CBI in a negative transgenic line and 10 complementation lines (*n* = 3 biological replicates). **k**–**n** Phenotypes of calli from pOE-*BOC1*-Teqing transgenic plants (*n* = 22). **o** Comparison of the relative expression levels and CBI in a negative transgenic line and 10 overexpression lines (*n* = 3 biological replicates). The black line indicates the trend of the relative expression levels, and the gray line indicates the trend of the CBI. Scale bars, 1 cm. Data are means ± SE, two-tailed Student’s *t*-tests. Source data underlying Figs. **e**, **j**, **o** are provided as a Source Data file.

Furthermore, we introduced a complementation vector containing the promoter, open reading frame and 3′-UTR of *LOC_Os03g12820* from YIL25 into Teqing (designated as pCPL-*BOC1*-Teqing) and obtained 15 positive transgenic plants. RT-qPCR analysis showed that the relative expression levels of *LOC_Os03g12820* were significantly elevated in the pCPL-*BOC1*-Teqing positive plants compared to the negative plants (Teqing) (Fig. 3j). The CBI was reduced in these positive lines when the expression level of *LOC_Os03g12820* was elevated at least 1.8 fold compared with the negative plants (Fig. 3f–j). This finding indicates that *LOC_Os03g12820* mitigates the callus browning phenotype. These results suggest that *LOC_Oso3g12820* is *BOC1* regulates callus browning in rice.

Next, we generated transgenic Teqing plants overexpressing the *LOC_Os03g12820* coding sequence of YIL25 (as shown in Supplementary Fig. 3, the rose red and red underline represent the nucleotide sequence of the overexpression construct, designated as pOE-*BOC1*-Teqing) and obtained 22 positive transgenic lines. RT-qPCR indicated that *BOC1* was strongly upregulated in the pOE-*BOC1*-Teqing positive transgenic lines compared to the negative plants (Fig. 3o). Nevertheless, when *BOC1* expression levels were 8.8-times higher in the tested pOE-*BOC1*-Teqing positive lines compared to the negative plants, callus browning was more severe (Fig. 3k–o). This result indicates that only the appropriate expression of *BOC1* reduces callus browning.

*BOC1* encodes an SRO protein of 463 amino acids, which includes a putative N-terminal RNA Recognition Motif (RRM) domain, a poly (ADP-ribose) polymerase (PARP)-like ADP-ribose transferase catalytic domain, and a C-terminal RST (RCD1, [RADICAL-INDUCED CELL DEATH1]—SRO [SIMILAR TO RCD ONE]—TAF4 [TBP-ASSOCIATED FACTOR4] (RST) domain (https://www.ncbi.nlm.nih.gov/Structure/cdd/wrpsb.cgi; Supplementary Fig. 4a). To evaluate the conservation of BOC1 in other plant species, we performed protein sequence alignment using the full-length protein sequence of BOC1 as a query in BLAST analysis and selected 24 putative homologs (sharing > 80% sequence identity with BOC1 at the nucleotide level) to construct a phylogenetic tree. Phylogenetic analysis indicated that BOC1 is closely related to other monocots, such as *Oryza brachyantha*, *Brachypodium distachyon*, *Triticum urartu*, and *Aegilops tauschii* (Supplementary Fig. 4b).

### Transcriptional characterization of *BOC1*

To elucidate the expression profiles of *BOC1*, we analyzed the expression pattern of *BOC1* in different organs by RT-qPCR. The expression level of *BOC1* was highest in YIL25 calli after 21 days of subculture, followed by the tiller base, roots, culms, and leaves, and it was lowest in young panicles (Supplementary Fig. 5). *BOC1* expression increased gradually in Teqing and YIL25 throughout tissue culture. *BOC1* expression did not significantly differ between Teqing and YIL25 during the early stage of tissue culture, but significant differences were observed during the later stage; *BOC1* expression was notably higher in YIL25 than in Teqing in callus after 21 days of subculture (Fig. 4a). We further examined the expression of *BOC1* in calli after 21 days of subculture by RNA in situ hybridization and observed that the hybridization signals were stronger in YIL25 than in Teqing, confirming the notion that *BOC1* is expressed at higher levels in YIL25 callus (Fig. 4b).

**Fig. 4:**
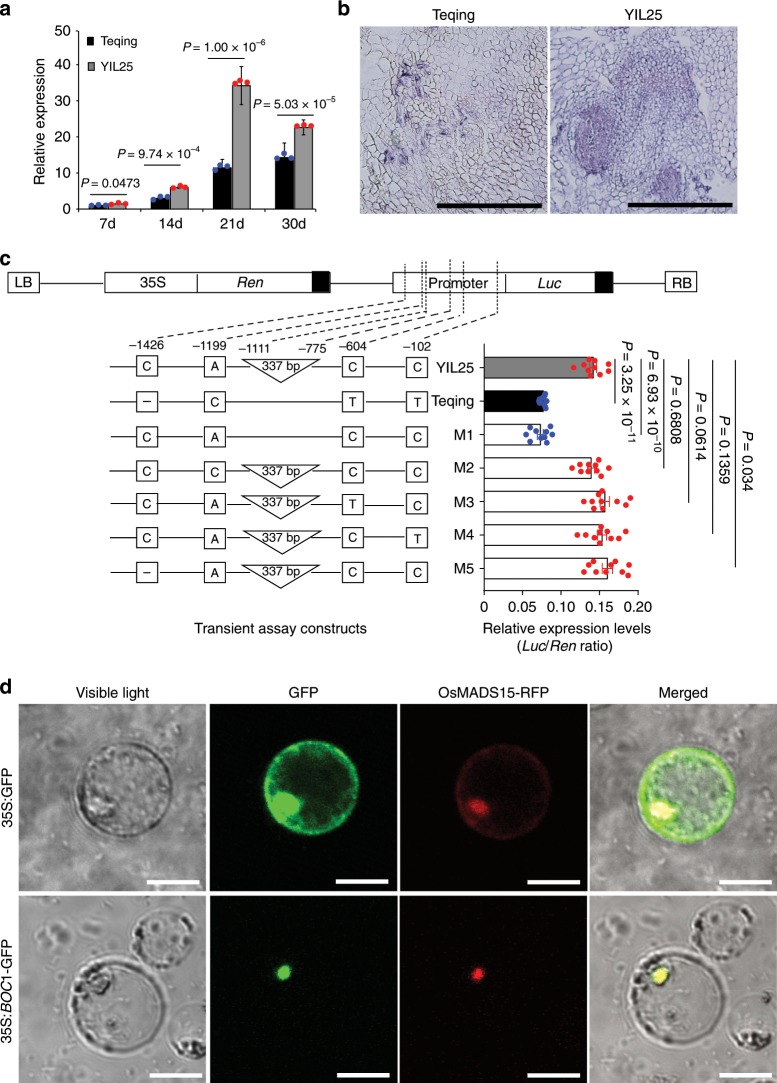
Transcriptional characterization of *BOC1*. **a** Expression analysis of *BOC1* in calli at different stages of subculture. Data are means, with bars showing SE, *n* = 3 biological replicates. Two-tailed Student’s *t*-tests were performed to determine significant differences. **b** *BOC1* expression patterns in Teqing and YIL25 calli subcultured for 21 days, as revealed by mRNA in situ hybridization. Thirty calli each from Teqing and YIL25 were collected for mRNA in situ hybridization. Scale bars, 100 μm. **c** Transient expression assays of the effects of InDels and SNPs in the *BOC1* promoter. Top, structure of the pGreenII 0800-*LUC* vector. Left, constructs with site-directed mutagenesis of the *BOC1* promoter. *Luc*, the target promoter controlling the *firefly luciferase* reporter gene. The *Renilla* (*Ren*) *luciferase* reporter gene was used as an internal control. M1 to M5 indicate the constructs with site-directed mutations at the 337 bp InDel, three SNPs, and 1 bp InDel. Right, expression levels of *Luc* relative to *Ren*. Data are presented as mean ± SE. Horizontal bars show the SE for all constructs (*n* = 10 biological replicates, two-tailed Student’s *t*-tests). **d** Subcellular localization of BOC1 protein in rice protoplast cells. OsMADS15 is a nuclear localization marker. Scale bars, 20 μm. *P*-values of (**a**, **c**) were calculated with two-tailed Student’s *t*-tests. The subcellular localization assays were performed with three biologically independent experiments. Source data underlying Figs. **a**, **c** are provided as a Source Data file.

Sequencing analysis revealed one 337 bp deletion, one 1 bp deletion, and three SNPs in the promoter region of *BOC1* between Teqing and YIL25 (Fig. 4c). To determine whether these deletions and SNPs in the *BOC1* promoter region directly contribute to its expression, we generated various constructs by inserting different combinations of mutant promoter fragments of YIL25 into binary vector pGreenII 0800-*LUC*. We introduced these constructs into rice protoplasts produced from callus that had been cultured for 21 days and examined the expression of the *luciferase* reporter gene (*LUC*). As shown in Fig. 4c, no significant differences in activity were observed between the YIL25 promoter fragment and mutated promoter fragments containing three SNPs (constructs M2–M4) and one 1 bp deletion (construct M5). However, the 337 bp deletion (construct M1) significantly decreased the promoter activity of *BOC1* to a level similar to that of Teqing (Fig. 4c). These results suggest that the 337 bp deletion is responsible for the reduced expression level of *BOC1* in Teqing calli. Using the RepeatMasker Web Server (http://www.repeatmasker.org/cgi-bin/WEBRepeatMasker), we examined the rice transposable element database using the 337 bp sequence as a query and determined that it is the *Tourist*-like miniature inverted-repeat transposable element (*Tourist* MITE), which belongs to the *PIF/Harbinger* superfamily. In addition, using PLACE (Plant *Cis-*acting Regulatory DNA Elements; http://www.dna.affrc.go.jp/htdocs/PLACE/), we identified three DOFCOREZM (AAAG, DOF TFBS)^25^, one MYB1AT (TAACCA, MYB TFBS)^26^, one MYCCONSENSUSAT (CAGATG, MYC TFBS)^26–28^, and one ACGTATERD1 (ACGT, ACGT TFBS)^28^ in this sequence; these elements are associated with plant stress responses (Supplementary Fig. 6). Subcellular localization analysis indicated that the BOC1-GFP fusion protein was specifically targeted to the nucleus in rice protoplasts (Fig. 4d).

### *BOC1* influences genetic transformation efficiency

To determine if *BOC1* enhances the transformation efficiency of rice due to decreased callus browning, we transformed the binary vector pCAMBIA1300 into YIL25 (YIL25 1300), Teqing (Teqing 1300), and Teqing 1300 as a control. The pCAMBIA1300-*BOC1* complementation construct from YIL25 was transformed into Teqing (Teqing pCPL) by *Agrobacterium tumefaciens*-mediated transformation and cultured on UINB medium for *hygromycin* (*Hyg*) selection. The selection frequency of *Hyg*-resistant calli was more than 2.7-fold higher in YIL25 1300 than in Teqing 1300 (Fig. 5a, b, d), and the transformation efficiency was 2.5-fold higher in YIL25 1300 than in the Teqing 1300 control (Fig. 5e), indicating that YIL25 containing *BOC1* is an excellent receptor material for genetic transformation. Meanwhile, the selection frequency of *Hyg*-resistant calli was 2.1-fold better (Fig. 5a, c, d) and the transformation efficiency was 1.9-fold better in Teqing pCPL compared to the Teqing 1300 control (Fig. 5e). These results indicate that *BOC1* improves the selection frequency of *Hyg*-resistant calli and the genetic transformation efficiency of rice by reducing callus browning during *Agrobacterium*-mediated transformation.

**Fig. 5:**
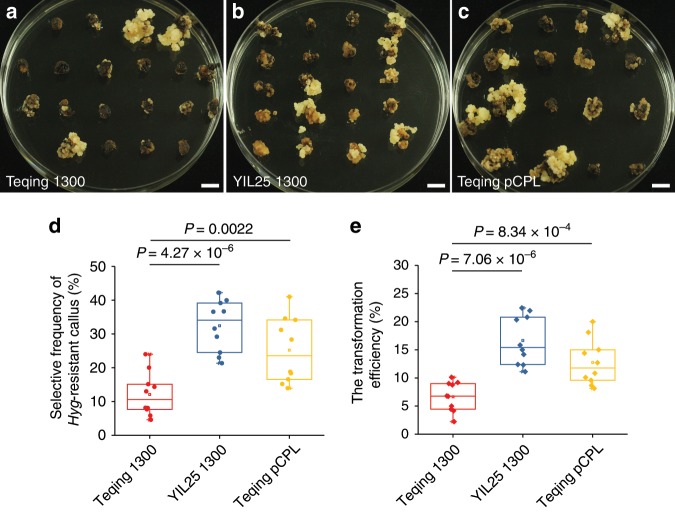
*BOC1* influences genetic transformation efficiency. **a**–**c** Transformed calli after three rounds of selection on *Hyg-*resistant UINB medium. Scale bars, 1 cm. **d** Comparison of the selection frequency of *Hyg*-resistant callus. Each dot represents the selective frequency of *Hyg*-resistant callus of 10 independent experiments. (**e**) Comparison of the transformation efficiency. Each diamond represents the transformation efficiency of 10 independent experiments. Teqing 1300, Teqing calli were infected with *Agrobacterium* harboring the binary pCAMBIA1300 empty vector as a control. YIL25 1300, YIL25 calli transformed with the binary vector pCAMBIA1300. Teqing pCPL, Teqing calli infected with *Agrobacterium* harboring the pCAMBIA1300-*BOC1* construct. The hollow box in each column in (**d**, **e**) represents the means of the selective frequency of *Hyg*-resistant callus and the transformation efficiency of 10 replicates, respectively. Box edges represent the 0.25 and 0.75 quantiles, with the median values shown by red, blue and yellow lines, respectively. Whiskers extend to data no more than 1.5 times the interquartile range, and the remaining data are indicated by dots. *P*-values of (**d**, **e**) were determined by two-tailed Student’s *t*-tests. Source data are provided as a Source Data file.

### Physiological indices related to oxidative stress

To further explore the molecular mechanisms of callus browning, we measured various physiological and biochemical indices in calli at 21 days of subculture. Compared to Teqing, the H_2_O_2_ contents were lower in both YIL25 and pCPL calli and higher in pOE (pOE-*BOC1*-Teqing) calli (Fig. 6a; Supplementary Fig. 7a). In addition, we used Noninvasive Microtest Technology (NMT) on rice callus to detect intercellular H_2_O_2_ fluxes. There was a significant efflux of intracellular H_2_O_2_ in YIL25 and pCPL calli, whereas Teqing calli exhibited a significant influx of extracellular H_2_O_2_, suggesting that H_2_O_2_ was expelled from YIL25 and pCPL cells to alleviate celluar damage (Fig. 6b). MDA (malondialdehyde) is a biomarker of lipid peroxidation and an indicator of reactive oxygen species (ROS) production. Compared to Teqing, MDA contents were notably lower in the YIL25 and pCPL lines but higher contents in the pOE lines (Fig. 6c; Supplementary Fig. 7b), reflecting less damage from H_2_O_2_ in YIL25 and pCPL plants. Moreover, catalase (CAT), glutathione reductase (GR), and glutathione S-transferase (GST) activity and antioxidant glutathione (GSH) contents were higher in YIL25 and pCPL vs Teqing callus (Fig. 6d–g). However, GST activity and GSH contents were lower in pOE lines than in Teqing callus although CAT and GR activity did not significantly differ among lines (Supplementary Fig. 7c-f).

**Fig. 6:**
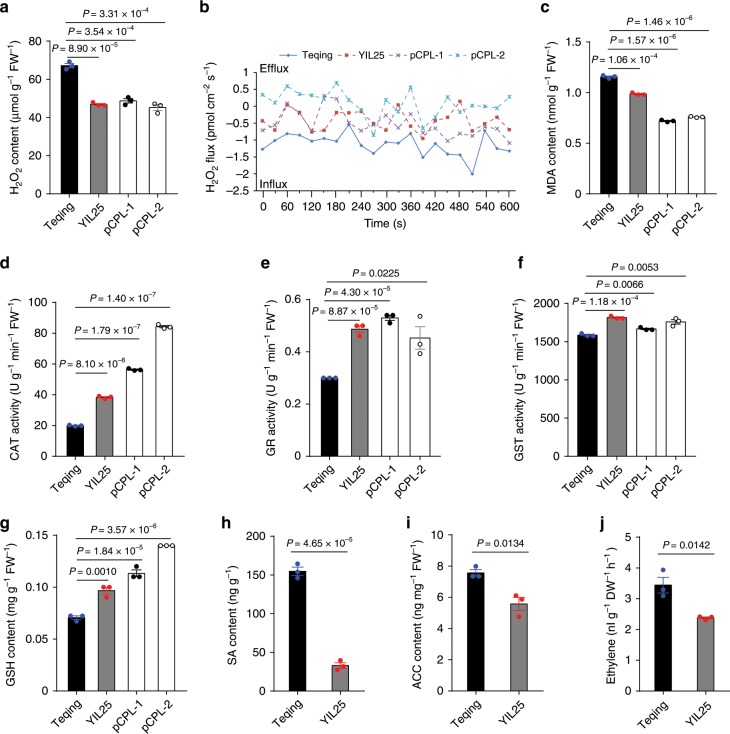
Physiological and biochemical oxidative stress indices of calli subcultured for 21 days. **a** H_2_O_2_ contents in the two parents and two positive complementation transgenic plants. **b** H_2_O_2_ flux (*n* = 4). **c** MDA contents. **d**–**f** Assay of antioxidant enzyme activities. CAT, catalase. GR, glutathione reductase. GST, glutathione S-transferase. **g** Antioxidant GSH contents. **h**–**j** Comparison of phytohormone contents between Teqing and YIL25. SA, salicylic acid; ET, ethylene; ACC, 1-aminocyclopropane-1-carboxylic acid, a direct precursor of ET. All values in (**a**) and (**c**) to (**j**) are presented as means ± SE (*n* = 3 biologically independent samples). *P*-values were analyzed by two-tailed Student’s *t*-tests. Source data are provided as a Source Data file.

Finally, the levels of the plant hormones salicylic acid (SA) and ethylene (ET), as well as the direct ET precursor, 1-aminocyclopropane-1-carboxylic acid (ACC), were significantly lower in YIL25 compared to Teqing (Fig. 6h–j). Collectively, these findings suggest that BOC1 may inhibit PCD caused by oxidative stress, thereby reducing callus browning.

### RNA-seq analysis of *BOC1*

To analyze the molecular function of *BOC1*, we performed RNA-seq experiments using callus that had been subcultured for 21 days from Teqing and YIL25, Teqing and the complementation line pCPL-*BOC1*-Teqing (pCPL), and also Teqing and the overexpression line pOE-*BOC1*-Teqing (pOE). 

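BOC1 (LOC_Os03g12820) lies on chromosome 3 from 6895178 to 6898348 in the authors' coordinates for the IRGSP-1.0 genome. In pOE callus, its level was 579 ± 4.42 FPKM (SD, n = 3 libraries, as for every level that follows), against 65.5 ± 2.65 FPKM in the Teqing callus sequenced beside it. That is 8.84 times the Teqing level, a log2 fold change of 3.13 (standard error 0.0355, limma adjusted p = 2.55e-11). In pCPL callus, BOC1 was at 102, 100 and 103 FPKM in the 3 libraries, and its Teqing libraries were at 58.0, 57.5 and 57.4 FPKM. The ratio of the means was 1.76, with a log2 fold change of 0.81 (standard error 0.0317, limma adjusted p = 2.63e-08), so BOC1 rose in pCPL but did not reach the study's fold change of 2. In both comparisons every transgenic library was above every Teqing library. BOC1 in YIL25 was not analysed here, because the table for YIL25 holds chromosomes 1 and 2 and only the start of chromosome 3.

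YIL25 is an introgression line that carries the wild rice BOC1 allele in the Teqing background, pCPL is Teqing complemented with BOC1, and pOE is Teqing that overexpresses it. Each line was sequenced with its own group of Teqing libraries, 3 libraries per group, and the 3 Teqing groups are called Teqing1 (beside YIL25), Teqing2 (beside pCPL) and Teqing3 (beside pOE). The authors' values are FPKM per gene and library. A line was compared only with its own Teqing group, by limma on log2(FPKM + 1) over genes with a mean above 1 FPKM in either group, and a gene was called at the study's thresholds, a fold change of 2 and an adjusted p of 0.001. Fold changes on this scale understate the change of genes near 1 FPKM. Where genes are said to pass 2-fold or to change at least 2-fold, this scale is meant. Weakly expressed genes that doubled by FPKM can therefore be left out of such counts. Changes of single genes and gene groups are likewise given against the line's own Teqing group. Many of the opposite changes in pCPL and pOE depend on that choice. Of 21659 genes tested in pCPL, 1698 were higher and 1294 lower than in Teqing, and of 22122 tested in pOE, 1537 were higher and 1969 lower. In YIL25, 689 of 8196 tested genes were higher and 1041 lower, so that 39.8% of its calls were increases. Under median-of-ratios scaling, the YIL25 calls were 853 increases and 790 decreases (51.9% increases), and the median log2 fold change of all its tested genes moved from -0.13 to 0.02. The median replicate coefficient of variation was between 4.59% and 5.58% in the 6 groups.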

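Ranked by the smallest of the 3 log2 fold changes in size, LOC_Os02g58554, annotated only as an expressed protein, followed the senescence gene OsSAG12-1 among the UUD genes. It was at 18.4 ± 1.05 against 2.38 ± 0.0845 FPKM in YIL25 and Teqing1, 31.1 ± 1.62 against 3.37 ± 0.117 FPKM in pCPL and Teqing2, and 4.98 ± 0.550 against 35.1 ± 1.09 FPKM in pOE and Teqing3 (log2 fold changes of 2.52, 2.87 and -2.60). LOC_Os01g05500, which encodes a zinc finger protein, rose to 12.7 ± 0.810 against 1.63 ± 0.347 FPKM in YIL25 and to 26.2 ± 1.17 against 2.50 ± 0.454 FPKM in pCPL, and fell to 3.31 ± 0.504 against 31.9 ± 0.932 FPKM in pOE. The alpha-amylase gene LOC_Os02g52700 was among the most abundant, at 546 ± 15.7 against 67.1 ± 2.50 FPKM in YIL25, 77.9 ± 1.48 against 35.3 ± 2.14 FPKM in pCPL and 21.0 ± 1.35 against 188 ± 4.71 FPKM in pOE. The other alpha-amylase gene, LOC_Os02g52710, lies beside it and may share reads with it. Both rose in YIL25 and pCPL and fell in pOE, with median log2 fold changes of 2.87, 1.36 and -3.12. All of these passed the thresholds in each comparison by limma.

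Of 5489 genes tested in all 3 comparisons, 105 were UUD, where lists of these sizes drawn independently would share 2.32. The pCPL and pOE parts of this pattern depend on the Teqing group used (tables normalized separately). In the 105 genes, Teqing3 was above Teqing2 by a median log2 difference of 2.04. Against the other line's Teqing group, the medians were -0.18 for pCPL and 0.29 for pOE. No gene was up in all 3, where independent lists would share 1.44 (1202 genes up in pOE and 1499 in pCPL had 59 in common). Over these 105 genes, the median gene length was 1746 bases, against 1544 over the 19898 genes tested in both pCPL and pOE.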

We identified 700 differentially expressed genes (DEGs), including 410 DEGs that were upregulated in YIL25 versus Teqing callus and pCPL versus Teqing callus and downregulated in pOE versus Teqing callus (UUD, Fig. 7a, Supplementary Data 1). 

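LOC_Os01g42860, which encodes an inhibitor I family protein, led the DDU genes in a ranking by the smallest of the 3 changes. It was at 11.8 ± 1.59 against 232 ± 9.32 FPKM in YIL25 and Teqing1, 61.3 ± 1.33 against 409.6 ± 14.6 FPKM in pCPL and Teqing2, and 747 ± 26.7 against 154 ± 5.73 FPKM in pOE and Teqing3. Its log2 fold changes were -4.19, -2.72 and 2.27. LOC_Os02g06500, a DSHCT domain gene, fell to 26.4 ± 1.24 against 99.7 ± 3.98 FPKM in YIL25 and 31.7 ± 1.01 against 107 ± 5.85 FPKM in pCPL, and rose to 71.3 ± 9.10 against 25.2 ± 1.08 FPKM in pOE. The 40S ribosomal protein S9-2 gene LOC_Os03g05980 was at 85.7 ± 1.65 against 235 ± 27.3 FPKM in YIL25, 84.4 ± 8.25 against 329 ± 24.1 FPKM in pCPL and 194 ± 3.24 against 70.0 ± 9.93 FPKM in pOE. It is 1 of 7 cytosolic ribosomal protein genes in the study's DDU set, and all 7 fell in pCPL (median log2 fold change -1.93) and rose in pOE (1.41) at the fold threshold. The study drew this set from these libraries, so the count is not independent evidence. In all, 68 of the genes tested in the 3 comparisons were DDU (2.39 from independent lists), and 5 were lower in all 3 lines (3.85 from independent lists). In the 68 genes, Teqing3 over Teqing2 had a median log2 difference of -1.35 (tables normalized separately). Against the other line's Teqing group, the medians were -0.065 for pCPL and -0.081 for pOE, so these changes depend on the Teqing group used. The median length of the 68 genes was 1349.5 bases.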

The 290 remaining DEGs were downregulated in YIL25 versus Teqing callus and pCPL versus Teqing callus and upregulated in pOE versus Teqing callus (DDU, fold change ≥ 2, FDR < 0.001) (Fig. 7b, Supplementary Data 2).

**Fig. 7:**
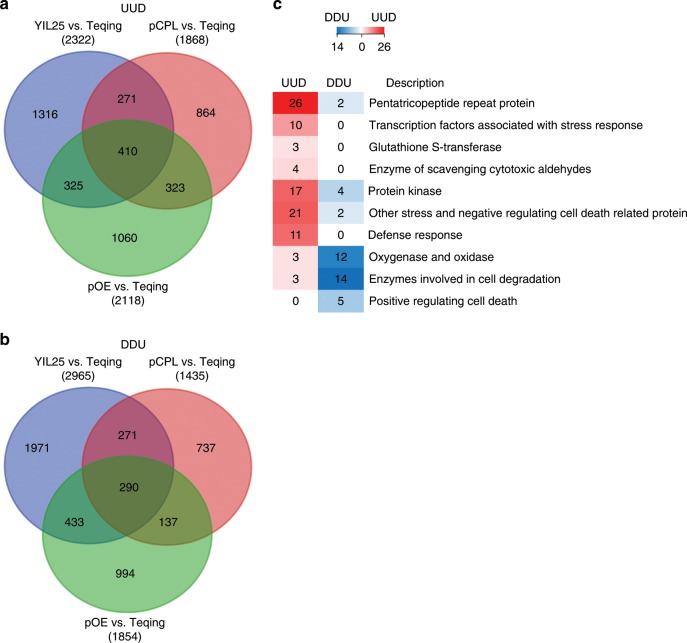
Differentially expressed genes in YIL25, the complementation line, overexpression line, and Teqing revealed by RNA-seq analysis. **a** Hierarchical clustering of 410 differentially expressed genes (DEGs) upregulated in YIL25 compared to Teqing, DEGs upregulated in the complementation line (pCPL) compared to Teqing, and DEGs downregulated in the overexpression line (pOE) compared to Teqing (UUD). **b** Hierarchical clustering of 290 DEGs downregulated in YIL25 compared to Teqing, DEGs downregulated in pCPL compared to Teqing, and DEGs upregulated in pOE compared to Teqing (DDU). **c** Hierarchical clustering of DEGs associated with stress response and cell death. The numbers in the boxes represent the number of genes per cluster.

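LOC_Os11g40590, a DUF1399 gene, shows the opposite movement of pCPL and pOE on a large scale. It was at 36.8 ± 0.243 against 1.40 ± 0.340 FPKM in pCPL and Teqing2 and at 0.805 ± 0.225 against 32.9 ± 0.738 FPKM in pOE and Teqing3. It belongs to 14 UUD genes of the study for very large proteins (HEAT repeat, BEACH, SNF2 and others), of which 13 rose at least 2-fold in pCPL and 13 of 13 tested fell at least 2-fold in pOE. The other 2 genes of this kind were DDU genes, and both fell in pCPL and rose in pOE at an adjusted p under 0.05 by limma. Among the genes tested in both pCPL and pOE, 690 were up in pCPL and down in pOE, and 285 were down in pCPL and up in pOE. Independent lists would share 138 and 67.9 genes. This depends on the Teqing group used, since 43 of the 690 and 9 of the 285 genes were still at least 2-fold changed in these directions with each line set against the other line's Teqing libraries (tables normalized separately). Another 151 genes fell in both lines (104 from independent lists). Across genes, the log2 fold changes of pCPL and pOE had a Pearson's r of -0.40 (Spearman's rho -0.42), and 66.3% of genes had opposite signs. For YIL25 and pCPL, r was 0.35 over 5559 genes, and for YIL25 and pOE it was -0.41 over 5564 genes. Genes are not independent replicates, so no p is given for these correlations.

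**Figure D1:**
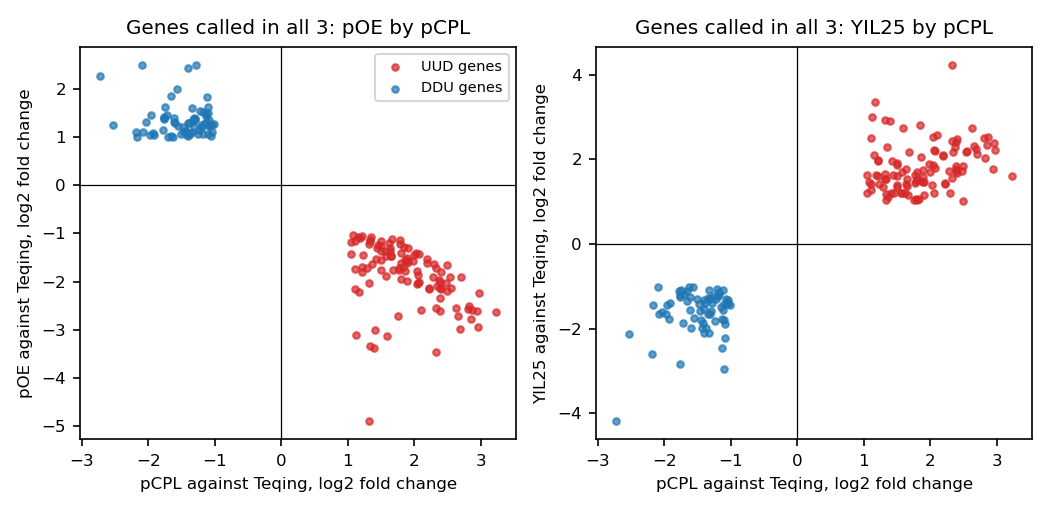
Log2 fold changes on FPKM + 1 against each line's own Teqing group, for the 105 UUD genes (red) and the 68 DDU genes (blue) called in all 3 comparisons. Each point is 1 gene, pOE is drawn by pCPL on the left and YIL25 by pCPL on the right.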

Among the UUD genes, 98 genes were involved in stress responses and cell death (Fig. 7c). 

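The late embryogenesis abundant gene LOC_Os01g50910 was at 1420.2 ± 15.2 against 491 ± 14.0 FPKM in YIL25, 757 ± 16.5 against 300.1 ± 3.41 FPKM in pCPL and 29.0 ± 2.40 against 304 ± 12.5 FPKM in pOE, each set against its own Teqing group. All 5 late embryogenesis abundant and dehydrin genes of the UUD set rose at least 2-fold in pCPL (median log2 fold change 1.65) and fell at least 2-fold in pOE (-3.35). LOC_Os05g28210, a small hydrophilic seed protein gene, was at 348 ± 7.28 against 66.8 ± 0.754 FPKM in pCPL and 4.90 ± 0.989 against 75.0 ± 3.20 FPKM in pOE. Of 16 protein kinase genes in the UUD set, 15 rose at least 2-fold in pCPL and 12 fell at least 2-fold in pOE. The kinase gene LOC_Os06g08280 was at 35.1 ± 0.318 against 4.27 ± 0.490 FPKM in pCPL and 3.51 ± 0.345 against 39.4 ± 1.55 FPKM in pOE (log2 fold changes of 2.78 and -3.17). The 10 protein kinase genes of the DDU set all fell in pCPL, and 9 of 9 tested rose in pOE.

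Disease resistance genes of the NB-ARC and NBS-LRR type were lower in level. LOC_Os04g53496 was at 7.32 ± 0.374 against 1.19 ± 0.182 FPKM in pCPL and 2.68 ± 0.232 against 10.1 ± 0.437 FPKM in pOE, and 8 of 8 tested genes of this type rose in pCPL and 8 of 8 fell in pOE, 3 of them at least 2-fold in each. Among genes annotated as heat shock proteins, the DnaJ gene LOC_Os06g09560 was UUD (9.10 ± 0.650 against 3.52 ± 0.457 FPKM in pCPL), and the other 2 were DDU and fell in YIL25 and pCPL. LOC_Os01g37560, annotated as chaperone protein dnaJ 49, was also UUD but lies outside this group (log2 fold changes of 2.04, 1.86 and -1.55 in YIL25, pCPL and pOE). The expansin gene LOC_Os02g51040 rose to 94.3 ± 1.77 against 12.7 ± 0.729 FPKM in YIL25 and 58.5 ± 6.47 against 15.6 ± 2.18 FPKM in pCPL and fell to 13.0 ± 0.848 against 32.9 ± 1.36 FPKM in pOE. The pyruvate decarboxylase gene LOC_Os03g18220 was at 5.16 ± 0.478 against 0.331 ± 0.307 FPKM in pCPL and 0.709 ± 0.229 against 3.07 ± 0.526 FPKM in pOE. These group counts use an adjusted p under 0.05 by limma over all genes tested, and they were the same when adjusted over the list alone. Counts at 2-fold are on the log2(FPKM + 1) scale. The members were picked by the study from these libraries for their directions, so the counts are not independent evidence.

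**Figure D2:**
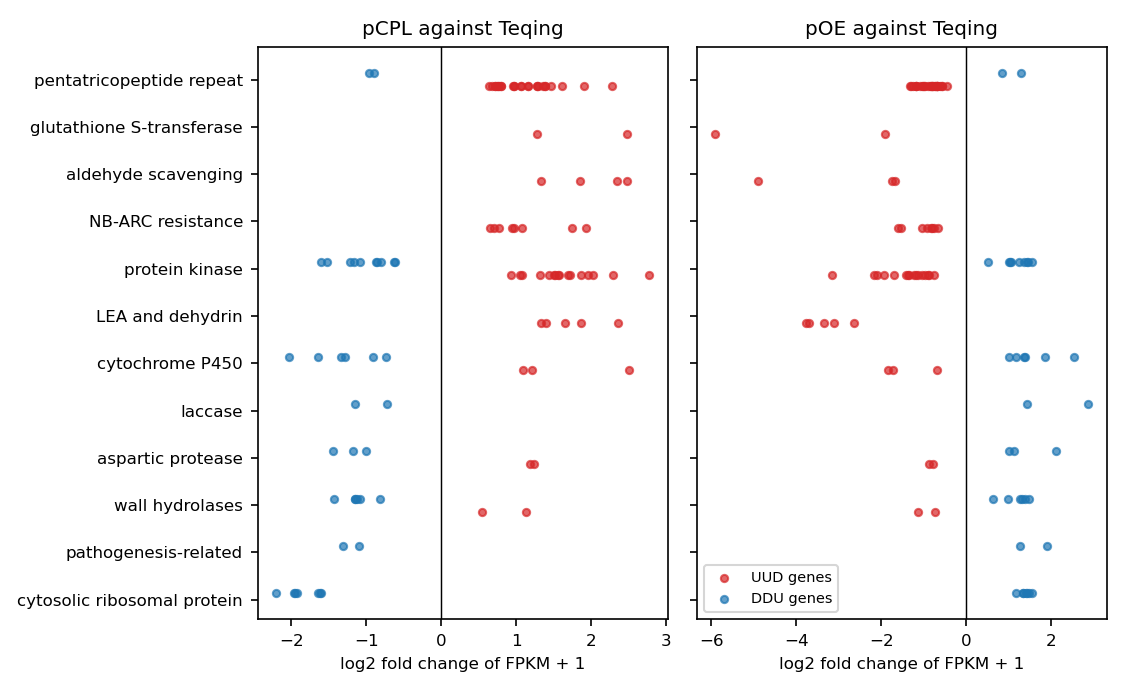
Log2 fold changes on FPKM + 1 of the tested members of 12 annotation groups, in pCPL against Teqing2 (left) and pOE against Teqing3 (right). Each point is 1 gene of the study's UUD set (red) or DDU set (blue), and every UUD point lies right of 0 in pCPL and left of 0 in pOE.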

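The pentatricopeptide repeat genes were expressed at low levels in callus. LOC_Os02g57800, 1 of the most changed, was at 5.59 ± 0.311 against 0.754 ± 0.123 FPKM in pCPL and Teqing2, and at 1.67 ± 0.172 against 5.54 ± 0.143 FPKM in pOE and Teqing3. Its log2 fold changes were 1.91 (standard error 0.109, limma adjusted p = 2.93e-07) and -1.30 (standard error 0.101, limma adjusted p = 2.86e-06). Against the other line's Teqing group (tables normalized separately), it hardly differed in pCPL (5.59 against 5.54 FPKM). In pOE it was then higher (1.67 against 0.754 FPKM), so its changes depend on the Teqing group used. The family as a whole was not compared in this way. By annotation, the UUD set holds 27 genes of this family. In pCPL, 26 of 26 tested rose at an adjusted p under 0.05 by limma, 14 of them at least 2-fold, with a median log2 fold change of 1.06 and a range from 0.64 to 2.28. In pOE, all 27 fell, 8 of them at least 2-fold, with a median of -0.83. Counts at 2-fold in this family are on the log2(FPKM + 1) scale, which understates changes at such low levels. In YIL25, 7 of 7 tested rose, 2 of them at least 2-fold, with a median of 0.68, and the table used here for YIL25 holds only 8 of the 27. The DDU set holds 2 genes of the family, and both fell in pCPL (median -0.93) and rose in pOE (1.06). Adjusted over the list alone, the counts in each direction were the same, and since the study took these genes from the same libraries by direction, the counts are not independent evidence.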

Notably, these included 26 pentatricopeptide repeat protein genes, whose dysfunction leads to ROS accumulation;^29,30^ these genes were upregulated in YIL25 and pCPL but downregulated in pOE (Fig. 7c; Supplementary Fig. 8a). GST conjugates with GSH to scavenge ROS in order to protect cellular components from damage. In the current study, 3 GST genes present in the UUD DEG set and absent in the DDU DEG set (Fig. 7c; Supplementary Fig. 8c). In addition, compared to Teqing, GST activity and GSH contents were higher in YIL25 and pCPL callus but lower in pOE callus (Fig. 6f, g; Supplementary Fig. 7d,f). 

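LOC_Os10g38470 was the most abundant of the 3 glutathione S-transferase genes. In pOE it was at 1.74 ± 0.519 FPKM, against 161 ± 5.94 FPKM in Teqing3 (log2 fold change -5.91, standard error 0.118, limma adjusted p = 4.70e-10). In pCPL it was at 116 ± 1.97 FPKM, against 47.3 ± 0.641 FPKM in Teqing2 (log2 fold change 1.27). LOC_Os01g55830 was at 13.0, 12.0 and 11.7 FPKM in the pCPL libraries, against 1.41 ± 0.513 FPKM in Teqing2, and at 3.45 ± 0.839 against 15.6 ± 2.16 FPKM in pOE. In YIL25, LOC_Os01g55830 was at 3.85 ± 0.383 against 1.46 ± 0.316 FPKM, with a log2 fold change of 0.99 (standard error 0.131, limma adjusted p = 5.22e-04), so it rose but did not reach the fold threshold on the log2(FPKM + 1) scale. The other 2 genes are outside the part of the genome covered by the YIL25 table. LOC_Os09g37240, the third gene, stayed below a mean of 1 FPKM in every group of pCPL and pOE and was not tested. Both tested genes of the family thus rose at least 2-fold in pCPL and fell at least 2-fold in pOE, and the counts were the same when adjusted over the list alone. They come from the study's own set and are not independent evidence. Against the other line's Teqing group (tables normalized separately), neither tested gene was higher in pCPL. In pOE, LOC_Os10g38470 was still far lower, while LOC_Os01g55830 was higher. The DDU set holds no gene with this annotation.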

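LOC_Os02g49720, annotated as an aldehyde dehydrogenase, was among the most strongly expressed UUD genes. It lies on chromosome 2 from 30392547 to 30396729. Its level was 1651 ± 31.2 against 216 ± 21.8 FPKM in YIL25 and Teqing1, 853 ± 29.8 against 339.8 ± 24.4 FPKM in pCPL and Teqing2, and 27.0 ± 1.54 against 836 ± 28.3 FPKM in pOE and Teqing3. The log2 fold changes were 2.93, 1.33 and -4.90 (limma adjusted p = 3.47e-07, 1.65e-08 and 1.78e-11). The other 3 genes of the UUD set that act on aldehydes are annotated differently. LOC_Os04g27060, an aldo/keto reductase gene, was at 329 ± 8.87 against 89.9 ± 2.83 FPKM in pCPL and 57.7 ± 1.59 against 189 ± 11.0 FPKM in pOE. LOC_Os08g09250, a glyoxalase gene, was at 18.4 ± 0.906 against 2.79 ± 0.0428 FPKM in pCPL and 5.35 ± 0.325 against 20.5 ± 0.612 FPKM in pOE. LOC_Os07g46360, also a glyoxalase gene, rose to 6.76 ± 0.974 against 0.407 ± 0.308 FPKM in pCPL and was below 1 FPKM in both groups of the pOE comparison, where it was not tested. All 4 rose at least 2-fold in pCPL and all 3 tested fell at least 2-fold in pOE by limma, with the same counts when adjusted over the list alone. The study chose them from these libraries, so this is not independent evidence.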

Among the UUD genes were four aldehyde dehydrogenase genes; aldehyde dehydrogenase enhances tolerance to various abiotic stresses by scavenging cytotoxic aldehydes (Supplementary Fig. 8d), and MDA contents were higher in of Teqing and pOE callus compared to YIL25 and pCPL callus (Fig. 6c; Supplementary Fig. 7b). 

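OsSAG12-1 (LOC_Os01g67980) lies on chromosome 1 from 39501378 to 39502910 and changed at least 5.99-fold in each line. In YIL25 it was at 1038, 995 and 998 FPKM in the 3 libraries, against 152, 151 and 148 FPKM in Teqing1. That is a log2 fold change of 2.74 (standard error 0.0258, limma adjusted p = 3.13e-08). In pCPL it was at 449 ± 13.9 against 71.9 ± 0.759 FPKM, a log2 fold change of 2.63 (standard error 0.0312, limma adjusted p = 3.01e-11). In pOE it fell to 49.6 ± 1.32 against 297 ± 12.0 FPKM, a log2 fold change of -2.56 (standard error 0.0400, limma adjusted p = 1.02e-10). In each comparison the line's libraries and the Teqing libraries did not overlap. Its 3 Teqing groups also stood at different levels, 71.9 ± 0.759 FPKM in Teqing2 and 297 ± 12.0 FPKM in Teqing3, in tables that were normalized separately.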

*LOC_Os01g67980*, which negatively regulates the senescence process, encodes senescence-associated protein OsSAG12-1. RNAi transgenic lines declined the expression of *OsSAG12-1* and developed early senescence^31^ (Fig. 7c; Supplementary Fig. 8f). In addition, the UUD genes included transcription factor genes associated with stress and defense responses, which might function in maintaining ROS homeostasis (Fig. 7c; Supplementary Fig. 8b, g).

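OsDREB6 (LOC_Os09g20350), a dehydration-responsive element binding factor, was the transcription factor gene of these families with the highest level. It was at 165 ± 8.73 against 59.6 ± 1.24 FPKM in pCPL and Teqing2 and at 57.0 ± 2.31 against 163 ± 4.17 FPKM in pOE and Teqing3 (log2 fold changes of 1.45 and -1.50). WRKY89 (LOC_Os08g17400) was at 28.2 ± 1.21 against 9.86 ± 0.233 FPKM in pCPL and 10.0 ± 1.40 against 32.4 ± 0.756 FPKM in pOE. For OsDREB6 and WRKY89, pCPL was near the Teqing3 level and pOE near the Teqing2 level. Their changes thus depend on the Teqing group used (tables normalized separately). Among 3 NAC genes of the UUD set, LOC_Os06g36480 was at 3.73 ± 0.154 against 1.25 ± 0.262 FPKM in pCPL and 0.764 ± 0.352 against 4.15 ± 0.633 FPKM in pOE. All 3 NAC genes rose in pCPL and 2 of 2 tested fell in pOE at an adjusted p under 0.05 by limma. An AP2 gene of the DDU set, LOC_Os03g64260, went the opposite way and rose to 6.27 ± 0.307 against 2.53 ± 0.260 FPKM in pOE.

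Auxin response genes were found in both sets. OsGH3.3 (LOC_Os01g12160) rose to 9.57 ± 0.467 against 2.99 ± 0.216 FPKM in YIL25 and fell to 2.54 ± 0.323 against 14.7 ± 0.844 FPKM in pOE. OsGH3.4 (LOC_Os05g42150) fell to 7.55 ± 0.871 against 49.9 ± 2.13 FPKM in pCPL and rose to 15.9 ± 0.514 against 5.75 ± 0.249 FPKM in pOE. In total, 3 auxin response genes were UUD and 1 was DDU, each past the fold threshold in pCPL and pOE. After the trend of each library with gene length was removed, the change of OsGH3.3 in pCPL and that of LOC_Os03g64260 in pOE stayed in direction but were below 2-fold. Counts adjusted over the list alone were the same, and the lists were drawn from the study's own set, which is not independent evidence.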

Twelve DDU genes were associated with oxygenase and oxidase; cytochrome *P*450 has monooxygenase activity as a source of ROS^32^ (Supplementary Fig. 8h). 

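The cytochrome P450 71A1 gene LOC_Os12g16720 fell to 7.88 ± 0.237 against 35.2 ± 1.64 FPKM in pCPL and rose to 107 ± 3.07 against 17.7 ± 0.933 FPKM in pOE, each against its own Teqing group. Its log2 fold changes were -2.03 (standard error 0.0577) and 2.53 (standard error 0.0492). All 6 P450 genes of the DDU set fell in pCPL, 4 of them at least 2-fold, and all 6 rose at least 2-fold in pOE, with median log2 fold changes of -1.31 and 1.36. In YIL25, the 3 of them with a value also fell (median -1.08), 2 of them at least 2-fold. The UUD set holds 3 P450 genes, which rose at least 2-fold in pCPL (median 1.22) and fell in pOE (median -1.73). The laccase gene LOC_Os12g15680 was near the floor in pCPL, at 0.426 ± 0.0815 against 2.18 ± 0.440 FPKM, and rose to 15.7 ± 1.61 against 1.28 ± 0.0417 FPKM in pOE. The peroxidase gene LOC_Os04g59260 was at 57.2 ± 2.17 against 156 ± 4.42 FPKM in pCPL and 228 ± 4.40 against 108 ± 3.64 FPKM in pOE. Both laccase and multicopper oxidase genes of the DDU set fell in pCPL and rose in pOE at an adjusted p under 0.05 by limma. Counts were the same when adjusted over the list alone, and they are not independent evidence because the study selected these genes by their direction. No gene in either set is annotated as polyphenol oxidase, catalase, superoxide dismutase, ascorbate peroxidase, phenylalanine ammonia-lyase or an enzyme of ethylene synthesis.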

The DDU group also included genes encoding aspartic proteinases, peptidases, and nuclease (involved in cell degradation), as well as genes encoding polygalacturonase, endoglucanase, and glycosyl hydrolases (involved in cell wall degradation) (Fig. 7c; Supplementary Fig. 8i). 

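The aspartic proteinase gene LOC_Os02g48860 (nepenthesin-2 precursor) fell to 2.12 ± 0.329 against 9.90 ± 1.80 FPKM in YIL25 and 4.68 ± 0.323 against 14.4 ± 0.485 FPKM in pCPL, and rose to 11.3 ± 0.762 against 4.63 ± 0.556 FPKM in pOE. A second nepenthesin gene, LOC_Os10g39300, rose to 14.3 ± 0.742 against 2.55 ± 0.143 FPKM in pOE (log2 fold change 2.10, standard error 0.0830, limma adjusted p = 3.13e-08). The 3 aspartic protease genes of the DDU set all fell at least 2-fold in pCPL, with a median log2 fold change of -1.18, and all rose in pOE (1.13). The UUD set holds 2 more, and both rose in pCPL (1.21) and fell in pOE (-0.84).

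The endoglucanase gene LOC_Os01g12070 fell to 1.34 ± 0.116 against 7.05 ± 0.425 FPKM in YIL25 and 5.19 ± 0.111 against 12.5 ± 0.168 FPKM in pCPL, and rose to 18.7 ± 0.160 against 6.11 ± 0.877 FPKM in pOE. The glycosyl hydrolase gene LOC_Os04g56930 was at 1.42 ± 0.101 against 5.55 ± 0.752 FPKM in pCPL and 8.90 ± 1.06 against 2.81 ± 0.365 FPKM in pOE. Of polygalacturonase, endoglucanase and glycosyl hydrolase genes, 6 were in the DDU set and all 6 fell in pCPL (median -1.14) and rose in pOE (1.28), 4 of them at least 2-fold in each. The other 2 were in the UUD set and went the opposite way. Chaperonin and proteasome genes were also mostly in the DDU set, with 4 that fell in pCPL (median -1.27) and rose in pOE (1.06), against 1 in the UUD set. These tests used limma at an adjusted p of 0.05, with the same counts when adjusted over the list alone, on genes that the study chose from these libraries, so they are not independent evidence.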

Emerging evidence suggests that aspartic proteases are involved in plant development and cell death^33^. Finally, five DDU DEGs encode positive regulators of the senescence process (Fig. 7c). These DEGs include *LOC_Os01g53260*, encoding *WRKY* transcription factor OsWRKY23, which positively regulates the senescence process^34^, and *LOC_Os12g36850*, encoding a pathogenesis-related bet v I family protein similar to probenazole-inducible protein PBZ1, which induces cell death in rice, tobacco, and *Arabidopsis* via its RNase activity inside the cell^35^ (Supplementary Fig. 8j). 

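The PBZ1-like gene LOC_Os12g36850 lies on chromosome 12 from 22591681 to 22593505 and was among the more abundant transcripts of callus. It fell to 176 ± 4.98 against 377 ± 7.40 FPKM in pCPL and Teqing2 (log2 fold change -1.09, standard error 0.0307, limma adjusted p = 3.11e-09). In pOE it rose to 1104 ± 7.10 against 295 ± 6.28 FPKM (log2 fold change 1.90, standard error 0.0277, limma adjusted p = 7.77e-11). It was not analysed here in YIL25. LOC_Os12g36850 is 1 of 2 pathogenesis-related genes of the DDU set, and both fell at least 2-fold in pCPL and rose at least 2-fold in pOE, with the same counts adjusted over the list alone (genes picked by the study, not independent evidence).

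OsWRKY23 (LOC_Os01g53260) was expressed at a much lower level, at 0.638 ± 0.305 against 2.90 ± 0.523 FPKM in YIL25, 1.53 ± 0.543 against 5.19 ± 0.523 FPKM in pCPL and 5.03 ± 0.427 against 2.46 ± 0.334 FPKM in pOE. Its log2 fold changes were -1.26 (limma adjusted p = 8.04e-04), -1.31 (limma adjusted p = 6.48e-05) and 0.80 (limma adjusted p = 1.54e-04). The rise of OsWRKY23 in pOE stayed below 2-fold on the log2(FPKM + 1) scale. Its fall in YIL25 no longer passed the limma adjusted p of 0.001 when any 1 library was left out (adjusted p from 0.00153 to 0.00405). The 1 gene of the DDU set annotated as senescence-associated was below 1 FPKM in pCPL, pOE and their Teqing groups and was not tested.

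**Figure D3:**
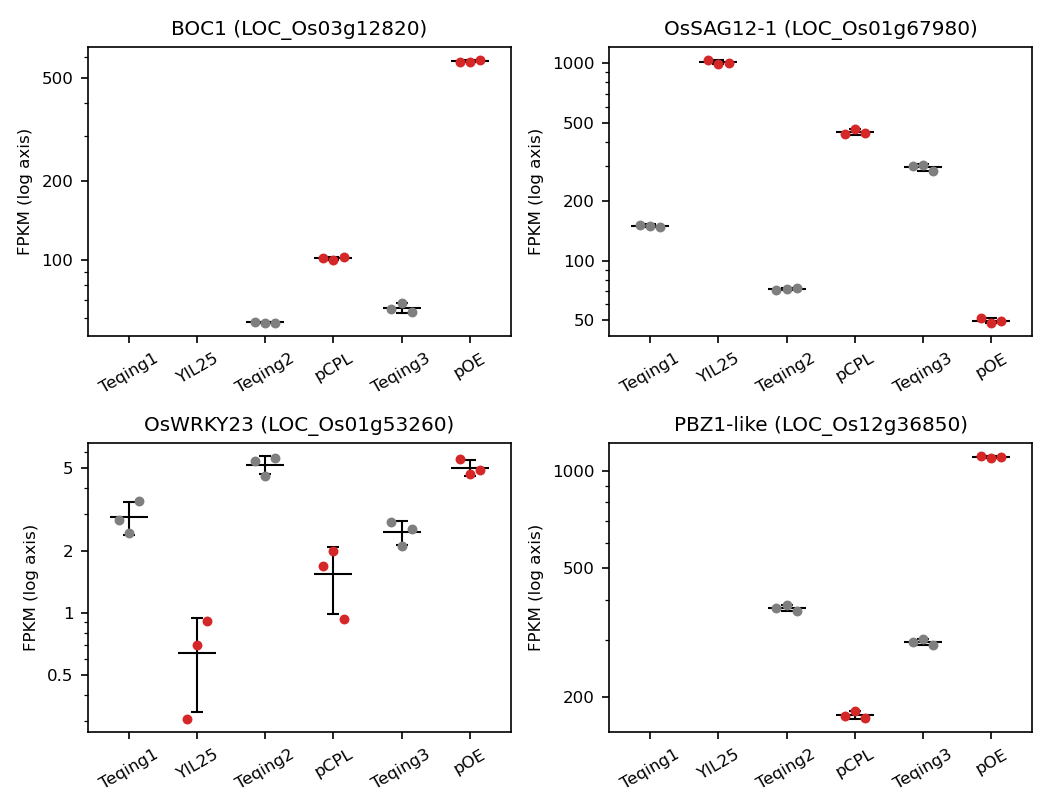
FPKM on a log axis in each library (points), with the group mean and SD (bars, n = 3), for BOC1, OsSAG12-1, OsWRKY23 and the PBZ1-like gene. Grey points are Teqing libraries and red points the lines. BOC1 and the PBZ1-like gene have no value in the YIL25 table, and the 3 tables were normalized separately.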

When we treated callus that was subcultured for 7 days with 0.5% H_2_O_2_ for 18 h, *PBZ* (*LOC_Os12g36850*) was upregulated compared to the untreated control (Supplementary Fig. 8k).

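Glutathione reductase, which keeps glutathione in its reduced form, is encoded by LOC_Os02g56850, LOC_Os03g06740 and LOC_Os10g28000. LOC_Os10g28000 was at 15.7 ± 1.04 FPKM in pCPL and 9.38 ± 0.910 FPKM in its Teqing group, and at 11.0 ± 0.883 against 13.2 ± 0.830 FPKM in pOE and Teqing3. LOC_Os02g56850 rose to 61.8 ± 1.93 against 49.9 ± 1.24 FPKM in pCPL and fell to 39.9 ± 1.24 against 74.5 ± 0.815 FPKM in pOE. All 3 genes rose in pCPL (median log2 fold change 0.51) and all 3 fell in pOE (median -0.41) at an adjusted p under 0.05 by limma, and none reached 2-fold. These directions depend in part on the Teqing group used (tables normalized separately). Against the other line's group, LOC_Os02g56850 was lower in pCPL (61.8 against 74.5 FPKM) and LOC_Os10g28000 higher in pOE (11.0 against 9.38 FPKM). The rise of LOC_Os10g28000 in pCPL and the fall of LOC_Os02g56850 in pOE kept their direction. LOC_Os10g28000 in pOE no longer passed by limma without Teqing3 replicate 1, Teqing3 replicate 3 or pOE replicate 3 (adjusted p of up to 0.0743). In YIL25, LOC_Os02g56850 fell by 0.13 on the log2 scale (limma adjusted p = 0.00712), with the opposite sign under median-of-ratios scaling (0.052), and LOC_Os03g06740 did not pass the test. Respiratory burst oxidases make superoxide at the plasma membrane. LOC_Os05g45210 fell to 4.32 ± 0.676 against 8.34 ± 0.492 FPKM in pCPL and rose to 9.28 ± 0.571 against 4.18 ± 0.449 FPKM in pOE, and LOC_Os05g38980 rose to 2.16 ± 0.306 against 0.294 ± 0.0648 FPKM in pCPL, the only member to pass 2-fold there. For LOC_Os05g45210, pCPL was near the Teqing3 level and pOE near the Teqing2 level, so its change depends on the Teqing group used. Of 9 genes of this family, 5 were tested in pCPL, where 3 rose and 2 fell, and 5 in pOE, where 4 rose and 1 fell. The 1 tested in YIL25 (LOC_Os01g53294, entry Os01g0734466) fell, with a log2 fold change of -0.85. In pOE, a different entry of this locus was used (Os01g0734333). Both lists were fixed by locus number before the data were examined, the files give no names for these loci, and the counts were the same when adjusted over the list alone. By camera, neither list stood apart from the other genes in any comparison (lowest p = 0.0450, 0.189 after adjustment over 5 tests, and 0.113 and 0.303 with an estimated correlation). Without reference to other genes, fry of limma had glutathione reductase rise in pCPL (adjusted p = 1.18e-04) and fall in pOE (adjusted p = 1.18e-04) and the oxidases rise in pOE (adjusted p = 1.05e-04). The oxidases in pCPL (adjusted p = 0.0272 by limma's fry) and glutathione reductase in YIL25 (0.0462, from 2 genes) were under 0.05 but close to it, and are not counted as changed. Of all genes tested by limma, 15284 of 21659 in pCPL and 15955 of 22122 in pOE had an adjusted p under 0.05. Fry on a few genes can therefore pass for many lists, so neither its results nor the counts set these lists apart.

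From its findings, the paper proposes that appropriate BOC1 expression may help rice cells to be in a reducing state, prevent stress and then inhibit cell death.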

Taken together, these findings suggest that the appropriate expression of *BOC1* may be beneficial for rice cells to be in reducing state, prevented various stress, and then inhibited cell death.

### *BOC1* promoter sequence variation affects callus browning

To investigate the relationships between mutations in the *BOC1* locus and callus browning, we sequenced a ~4.6 kb genomic fragment covering the entire *BOC1* gene (2740 bp), the 1452 bp 5′-flanking region, and the 380 bp 3′-flanking region, from 50 *O. rufipogon* accessions (Supplementary Data 3) and 74 Asian rice cultivars (28 *japonica* and 46 *indica* cultivars, Supplementary Data 4). Nucleotide alignment showed that only 19 *O*. *rufipogon* accessions contained the *Tourist* MITE (Supplementary Data 3); however, the element at this locus was absent in all Asian rice cultivars examined (Supplementary Data 4). Therefore, we performed an association test of callus browning after 21 d of subculture vs. sequence variations in the *O. rufipogon* accessions and Asian rice cultivars. The association test of the common wild rice revealed the strongest association signals at the *Tourist* MITE and the four SNPs (Fig. 8a). Furthermore, we investigated the CBI of the 50 accessions of common wild rice and determined that this value was lower in the 19 accessions with the *Tourist* MITE than in the 31 accessions without this insertion (Fig. 8b). Moreover, the *BOC1* gene was expressed at higher levels in the 19 accessions with the *Tourist* MITE than in the 31 accessions without the *Tourist* MITE (Fig. 8c; Supplementary Data 3). In addition, we obtained previously reported the genome resequencing data for 446 *Oryza rufipogon* accessions^36^ and recovered the reads that mapped to the *Tourist* MITE flanking sequence in these accessions. We detected this site in 226 accessions (48 accessions with this MITE insertion and 178 accessions without this insertion). Forty-one of the 48 accessions with this insertion were in group III (closer to *japonica*) and 7 were in group II (the intermedia group between *indica* and *japonica*) (Supplementary Fig. 9a). By contrast, the 178 accessions without this MITE insertion were distributed among all the three groups including 65 in group I (closer to *indica*), 49 in group II, and 64 in group III (Supplementary Fig. 9a).

**Fig. 8:**
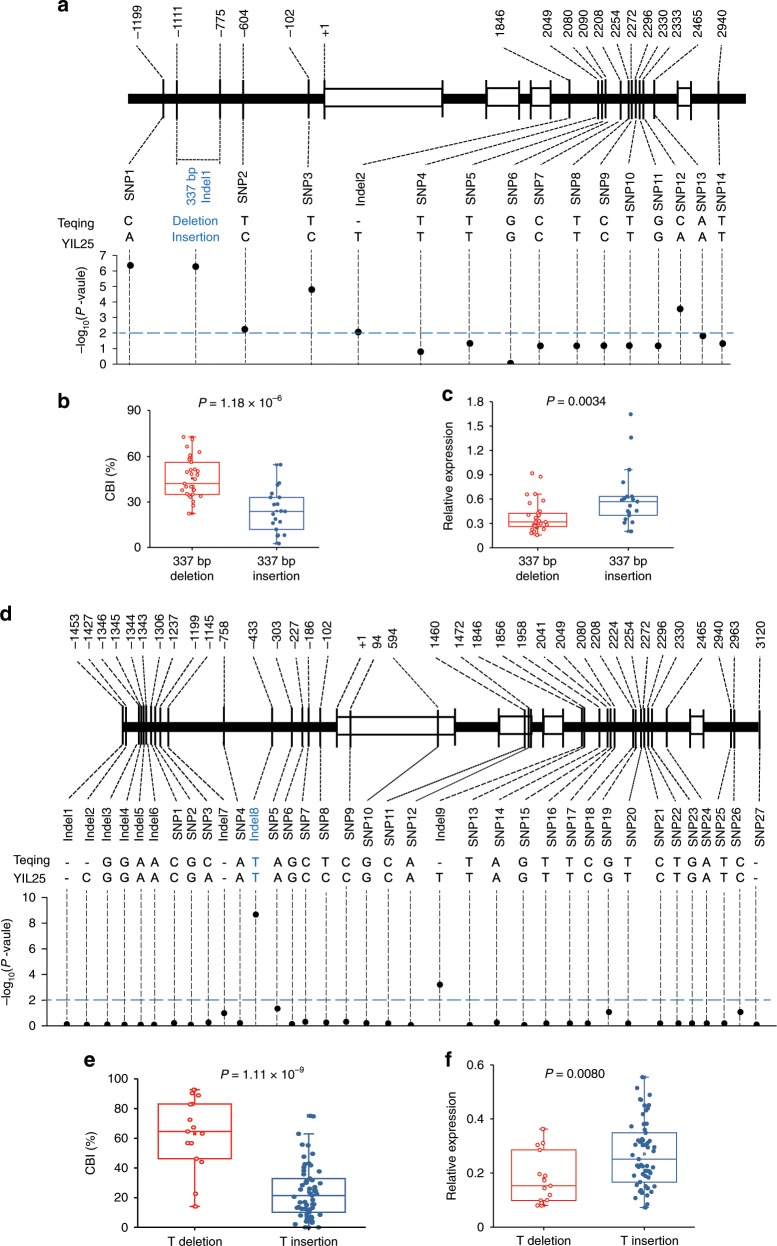
Association test and expression levels of loci with natural variations in *BOC1*. **a** Association testing of callus browning in 50 *O*. *rufipogon* accessions vs. 16 variant sites in the 4.6 kb genomic region. Black dots represent 16 variations. **b** Comparison of CBI in calli subcultured for 21 d in 31 accessions with the 337 bp deletion vs. 19 accessions with the 337 bp insertion. **c** Comparison of *BOC1* expression in calli subcultured for 21 d in lines harboring the 337 bp deletion vs. the 337 bp insertion (*n* = 3 biological replicates). **d** Association testing of callus browning in 74 Asian rice cultivars with 36 variant sites in the 4.6 kb genomic region. **e** Comparison of CBI in calli subcultured for 21 d between 59 accessions with the T deletion and 15 accessions with the T insertion. **f** Comparison of *BOC1* expression in callus subcultured for 21 d from rice varieties harboring the T deletion vs. the T insertion (*n* = 3 biological replicates). Box edges of (**b**, **c**) and (**e**, **f**) represent the 0.25 quantile and 0.75 quantile with the median values shown by red and blue lines. Whiskers extend to data no more than 1.5 times the interquartile range, and remaining data are indicated by dots. *P*-values of (**b**, **c**) and (**e**, **f**) were calculated by two-tailed Student’s *t*-tests. Source data underlying Figs. **b**, **c**, **e**, **f** are provided as a Source Data file.

Nucleotide alignment of the 74 Asian rice cultivars revealed 9 Indels and 27 SNPs (Fig. 8d; Supplementary Data 4). To ascertain whether *BOC1* was responsible for callus browning in Asian rice cultivars, firstly, an association analysis was carried out between callus browning and sequence variations of 74 Asian rice cultivars. The result indicated that the Indel8 (−433, T indel) in the promoter of *BOC1* was the strongest signals (Fig. 8d). However, this site was no polymorphic in the 50 accessions of *O. rufipogon* (Supplementary Data 3, 4). We further found that the CBI in 15 varieties with T insertion in the promoter of *BOC1* was lower than that in 59 varieties without this insertion (Fig. 8e; Supplementary Data 4). We also analyzed the expression levels in these varieties and the result showed that the expression levels of *BOC1* was higher in the 15 varieties with T insertion in the promoter of *BOC1* than that in 59 varieties without this insertion (Fig. 8f; Supplementary Data 4). The above results suggest that the sequence variation in the *BOC1* promoter influence callus browning by affecting the expression level of *BOC1*.

Finally, we analyzed the fixation index (*F*_ST_, the level of population differentiation), on chromosome 3 in 1083 cultivated *indica* and *japonica* rice varieties^36^. The *F*_ST_ level in *BOC1* was 0.21, indicating that no significant differences in *BOC1* exist between the *indica* and *japonica* subspecies (Supplementary Fig. 9b). Therefore, we propose that the effect of *BOC1* on callus browning is not related to the differences between the *indica* and *japonica* subspecies.

## Discussion

Here, we demonstrated that the proper expression of *BOC1* decreases callus browning and increases the transformation efficiency of rice. *BOC1* encodes an SRO (SIMILAR TO RCD ONE) protein that is allelic to OsSRO1c, a regulator of oxidative stress responses^37^. RCD1 plays an important role in regulating cell death by controlling oxidative stress responses in *Arabidopsis* responses^38–43^. *OsSRO1c* is the major stress-responsive gene in the SRO family. Both *ossro1c*-*1* mutants and amiRNA (artificial microRNA)-*OsSRO1c* plants are hypersensitive to drought stress at the seedling stage. In addition, *OsSRO1c*-overexpressing rice plants showed more severe damage under drought stress than wild-type plants, whereas plants overexpressing *SNAC1*, encoding a NAC transcription factor that directly regulates *OsSRO1c* expression, showed increased drought resistance^29^. In the current study, RNA interference and *BOC1* overexpression plants showed a callus-browning phenotype similar to or more severe than that of Teqing, whereas lines harboring the complementation vector exhibited reduced callus browning, indicating that the appropriate upregulation *BOC1* reduces callus browning.

Transposable elements, among the most variable components of the genome, can replicate and integrate into positions, which affects the expression levels of adjacent genes, thereby resulting in genetic diversity^44^. For example, the terminal-repeat retrotransposon in miniature (TRIM) elements insertion in the promoter of *MS2* allele in the male-sterile *ms2* mutant resulted in an anther-specific expression pattern in wheat^45^. In maize, an 82 bp miniature inverted-repeat transposable element (MITE) into the promoter of *ZmNAC111* represses its expression; this MITE is significantly associated with natural variation^46^. In the current study, the presence of *Tourist* MITE in the *BOC1* promoter significantly increased *BOC1* expression in rice callus.

Callus cultured in vitro is subjected to complex growth conditions compared to cells in plants. Callus cells are exposed to the oxygen in air, which tends to result in oxidative stress. Oxidative browning is a prevalent problem in plant tissue culture that can cause cell death, resulting in brown tissues^47^. A moderate increase in the levels of the ROS H_2_O_2_ helps protect plant cells from subsequent exposure to more severe abiotic or oxidative stress^48^. However, the excessive accumulation of H_2_O_2_ might be involved in regulating PCD^38–40,49–51^. Moreover, high levels of H_2_O_2_ induce the accumulation of SA, resulting in severe oxidative damage^39,52^; in turn, SA pretreatment mediates the accumulation of H_2_O_2_^53^. Endogenous ET in in vitro culture may inhibit the synthesis of protective enzymes, such as CAT, for scavenging H_2_O_2_, which is involved in senescence, browning, and necrosis of callus^54^. In the current study, YIL25 callus contained decreased levels of H_2_O_2_ and the phytohormones ET and SA, as well as increased levels of CAT, GR, and GST activity compared to Teqing. The RNA-seq data analysis revealed that *BOC1* influences the expression of genes associated with ROS production and scavenging, stress response and cell death. In recently report, RCD1 coordinates chloroplast and mitochondrial functions through interaction with transcription factors. RCD1 participates in regulation of mitochondrial respiration and chloroplast ROS processing and may contribute to the survival of plant under a changing environment^55^. However, as shown in Supplementary Fig. 4b, RCD1 and OsSRO1c have different evolutionary histories which may have contrasting functions in the regulation of ROS related processes. In the current study, we use the calli subcultured for 21 d in the dark and is not necessary for photosynthesis by origin of carbon from medium. Therefore, the interaction and phenotype of BOC1 may be different from seedling stage, which will be an interesting research topic.

Common wild rice, the wild progenitor of cultivated rice, has an important gene pool that includes some alleles no longer present in cultivated rice^56^. The insertion of the 337 bp *Tourist* MITE in the *BOC1* promoter increases *BOC1* expression. This insertion is only detected in certain accessions of wild rice, but not in cultivated rice. Therefore, wild rice could be used to provide alleles for improving the tissue culture characteristics and genetic transformation efficiency of cultivated rice. Moreover, the genetic manipulation of the *BOC1* promoter in cultivated rice might also improve tissue culture ability. Perhaps the *BOC1* allele of wild rice and even similar alleles in other crops of the Gramineae family could be used to create recipient varieties more amenable to genetic transformation. The use of *BOC1* in in vitro rice callus propagation might help improve genetic transformation efficiency and selection to facilitate the molecular breeding of rice.

## Methods

### Plant materials

The wild rice introgression line YIL25, with reduced levels of callus browning, was derived from a cross between an *O*. *rufipogon* accession (YJCWR) as the donor and the elite *indica* variety Teqing (*O*. *sativa*) as the recipient^57^. The mapping population was developed from a cross between introgression line YIL25 and Teqing. The 50 common wild rice accessions and 74 *O*. *sativa* varieties (28 *japonica* and 46 *indica* varieties) used in this study are listed in Supplementary Data 3 and Supplementary Data 4.

### Tissue culture procedure

Mature, healthy, dehusked seeds were sterilized by immersion in 70% ethanol for ~2 min, followed by 15% sodium hypochlorite solution for 15 min with shaking, and rinsed three or four times with sterile water on an ultraclean workbench. Unimproved NB (UINB) medium (NB medium containing N6 macronutrient components^58^, B5 micronutrient components, and organic components^59^, supplemented with 2 mg/L of 2,4-D and 30 g/L of sucrose) was used for callus induction and subculture. The pH of the medium was adjusted to 5.8 with 1 N KOH, and 3 g/L of Phytagel was added before autoclaving at 121 °C for 20 min. Approximately 90 mature seeds per line, evenly distributed among three Petri dishes, were incubated in induction medium for 7 days at 28 °C in the dark. The induced calli were transferred to subculture (UINB) medium and incubated in the dark at 28 °C for 3 weeks. The traits of the calli in each Petri dish were recorded.

### Phenotype observations

The tendency for callus browning was categorized into four levels: (0) less than 1/10 of the callus tissue was brown (recorded as no browning); (1) 1/10 ~ 1/3 of the callus tissue was brown, considered light browning; (2) 1/3 ~ 2/3 of the callus tissue was brown, considered medium browning; (3) 2/3 ~ 1 of the callus tissue was brown, considered deep browning; and (4) the callus was completely brown. The tendency for callus browning, selection frequency of *Hyg-*resistant calli and transformation efficiency were calculated according to the following Eqs. (1, 2, 3, and 4):

1 $${\mathrm{Callus}}\;{\mathrm{browning}}\;{\mathrm{rate}}\;\left( {{\mathrm{CBR}}} \right) =\ 	\left( {{\mathrm{number}}\;{\mathrm{of}}\;{\mathrm{calli}}\;{\mathrm{showing}}\;{\mathrm{browning}}}\right./\\ 	\left.{{\mathrm{number}}\;{\mathrm{of}}\;{\mathrm{transferred}}\;{\mathrm{calli}}} \right) \times 100\%$$

2 $${\mathrm{Callus}}\;{\mathrm{browning}}\;{\mathrm{index}}\;\left( {{\mathrm{CBI}}} \right) =\ 	\left( {\Sigma \;{\mathrm{number}}\;{\mathrm{of}}\;{\mathrm{calli}}\;{\mathrm{at}}\;{\mathrm{each}}\;{\mathrm{browning}}\;{\mathrm{level}} \times {\mathrm{browning}}\;{\mathrm{level}}} \right)/ \\ 	\left ( {{\mathrm{number}}\;{\mathrm{of}}\;{\mathrm{transferred}}\;{\mathrm{calli}} \times {\mathrm{highest}}\;{\mathrm{browning}}\;{\mathrm{level}}} \right) \times 100\%$$

3 $${\mathrm{Selection}}\;{\mathrm{frequency}}\;{\mathrm{of}}\;Hyg \hbox{-} {\mathrm{resistant}}\;{\mathrm{calli}} =\ 	\left( {{\mathrm{number}}\;{\mathrm{of}}\;Hyg {\hbox{-}} {\mathrm{resistant}}\;{\mathrm{calli}}}\right./ \\ 	 \left. {{\mathrm{number}}\;{\mathrm{of}}\;{\mathrm{infected}}\;{\mathrm{calli}}} \right) \times 100\%$$

4 $${\mathrm{Transformation}}\;{\mathrm{efficiency}} =\ 	\left( {{\mathrm{number}}\;{\mathrm{of}}\;{\mathrm{independent}}\;{\mathrm{transgenic}}\;{\mathrm{events}}\;{\mathrm{regenerating}}\;{\mathrm{plants}}}\right./\\ 	 \left. {{\mathrm{number}}\;{\mathrm{of}}\;{\mathrm{transferred}}\;{\mathrm{calli}}} \right) \times 100\%$$

### Scanning electron microscopy

To prepare histological sections, calli that had been subcultured for 21 days were fixed in 2.5% glutaraldehyde-phosphate buffer saline fixative solution (pH 7.2) for more than 2 h and postfixed in the same buffer containing 1% OsO_4_. After being dehydrated through an ethanol series and dried using a carbon dioxide critical-point dryer, the calli were cleaned with ethanol and dried at 45 °C. The dry calli were gold plated and photographed under a Hitachi S3400 scanning electron microscope (Japan).

### Primers

The primers used in this study are listed in Supplementary Data 5.

### Genetic confirmation

The RNA interference construct was generated by inserting a hairpin sequence with a 350 bp and a 346 bp cDNA inverted repeat fragment of *BOC1* into the pTCK303 vector driven by the maize *Ubiquitin* promoter and transformed into YIL25 (pRi-*BOC1*-YIL25). A 4572 bp genomic fragment from YIL25 harboring the entire *BOC1* gene sequence with the 1452 bp 5′-flanking region and the 380 bp 3′-flanking region was amplified and inserted into binary vector pCAMBIA1300 (http://www.cambia.org) to form the complementary construct (pCPL). The overexpression vector (pOE) contained the 1392 bp YIL25-*BOC1*-ORF, which was amplified and inserted into the pCAMBIA1301 vector (http://www.cambia.org) driven by the *Ubiquitin* promoter. Both the pCPL and pOE constructs were transferred into Teqing and designated as pCPL-*BOC1*-Teqing and pOE-*BOC1*-Teqing, respectively. Relevant primer sequences are listed in Supplementary Data 5.

### RT-qPCR

Total RNA was extracted from various samples using TRIzol reagent (Life Technologies) and purified using an RNeasy Mini Kit (Qiagen) following the manufacturer’s instructions. First-strand cDNA was synthesized using Oligo(dT)_15_ primers (TaKaRa) and SuperScript III Reverse Transcriptase (Invitrogen) with 3 μg of total RNA. The qPCR was performed using a CFX96 Real-Time System (Bio-Rad), with each reaction containing 5 ng of first-strand cDNAs, 4 μM of gene-specific primers, and 5 μL of real-time PCR SYBR MIX (iQ™ SYBR® Green Supermix, Bio-Rad) under the following conditions: initial denaturation at 95 °C for 3 min followed by 40 cycles of 95 °C for 30 s, 58 °C for 30 s, and 72 °C for 30 s. The rice housekeeping gene *Actin* (*LOC_Os03g50885*) was used as an internal control to normalize the gene expression data using the relative quantification method (2^–ΔΔCT^)^60^. Each set of experiments was repeated three times. The primers used for RT-qPCR and cDNA amplification are listed in Supplementary Data 5.

### mRNA in situ hybridization

mRNA in situ hybridization was performed with the method of Javelle et al.^61^ with minor modifications. YIL25 and Teqing calli that had been subcultured for 21 days were fixed in 3.7% FAA solution at 4 °C overnight, dehydrated, and embedded in paraffin (Paraplast Plus, Fisher Scientific). The calli were sliced into 10-μm sections with a microtome (Leica RM2145). A 344 bp fragment of *BOC1* cDNA was amplified and used as the template to generate sense and antisense RNA probes, which were labeled using a DIG RNA labeling Kit (Roche) according to the manufacturer’s instructions. The hybridized slides were observed under a microscope (Leica DMR). Relevant primer sequences are listed in Supplementary Data 5.

### Luciferase assays

The promoter sequences upstream of the *BOC1* translation start site of YIL25 and Teqing were amplified using specific primers designed with site-directed mutations at the InDels and SNPs. The fragments were inserted into the pGreenII 0800-*LUC* vector to drive the expression of the *firefly luciferase* (*LUC*) gene. The effector plasmid DNA was transformed into rice protoplasts prepared from rice calli that had been subcultured for 21 days in the dark using the polyethylene glycol-mediated method^62^. The enzyme solution contained the following: 1.5% (w/v) “Onozuka” R-10 cellulose (Yakult Pharmaceutical Industry), 0.75% (w/v) macerozyme R-10 (Yakult Pharmaceutical Industry), 0.5 M D-mannitol, 2 mM 2-(N-morpholino) ethanesulfonic acid (MES; Sigma-Aldrich, cat. no. M3671), and 0.1 × W5 medium, pH 5.7. The protoplasts were lysed with Passive Lysis Buffer (PLB, Promega) and assayed using the Dual-Luciferase Reporter Assay System (Promega). Relevant primer sequences are listed in Supplementary Data 5.

### Subcellular localization

The entire coding sequence of *BOC1* was cloned into a *GFP* vector under the control of the *35* *S* promoter to generate *p35S*::*BOC1*-*GFP*. The RFP coding sequence was fused to the C terminus of *OsMADS15* to generate *OsMADS15*-*RFP* and was used as a nuclear marker. The two constructs were transformed into protoplasts and incubated at 28 °C in the dark for 16 h. Fluorescence was examined under a confocal laser scanning microscope.

### *Agrobacterium*-mediated genetic transformation

The binary plasmid vectors described above were transferred into *Agrobacterium tumefaciens* strain EHA105. Sterilized mature seeds were inoculated on UINB medium and cultured at 28 °C in the dark. After 7 days of incubating, the calli were collected and used for transformation. After 3 days of cocultivation with *Agrobacterium* at 25 °C in constant darkness on NB-Acetosyringone (AS) medium (30 g/L sucrose, 10 g/L glucose, 0.3 g/L casamino acids, NB medium salt mixture [Duchefa Biochemie], 0.5 mg/L glutamine, and 2.5 mg/L 2,4-D, 20 mg/L AS, pH 5.3), the calli were washed two or three times with sterile water and rinsed once with sterile water containing 200 mg/L Timentin (Caisson Labs, USA) and 200 mg/L cephalosporin (Wako Pure Chemical Industries). The calli were cultured on UINB medium containing 50 mg/L hygromycin B (Hyg, Merck), 200 mg/L Timentin, and 200 mg/L cephalosporin for three rounds of 15 days each at 28 °C in the dark. For regeneration, vigorously growing calli were transferred to MS regeneration medium (30 g/L sucrose, 30 g/L sorbitol, 2 g/L casamino acids, MS Medium Salt Mixture [Duchefa Biochemie], 1.1 g/L MES, 2 mg/L 1-naphthalene acetic acid, and 1 mg/L kinetin, pH 5.8) and cultured for 15 to 30 days at 28 °C (16 h light/8 h dark). The means in the genetic transformation efficiency test represent data from 10 groups of independent experiments, with ~80 to ~120 transformed calli per group.

### Quantitative determination of H_2_O_2_ contents and H_2_O_2_ flux

H_2_O_2_ concentrations were measured in calli subcultured for 21 days^63^. The calli (100 mg) were homogenized in 1 ml 0.1% (w/v) TCA in an ice bath. The homogenate was centrifuged at 12,000 × *g* for 15 min, and 1 ml of the supernatant was added to 1 ml 100 mM potassium phosphate buffer (pH 7.0) and 2 ml 1 M KI. The absorbance of the supernatant was read at 390 nm based on the fresh weight of the callus. H_2_O_2_ flux was measured using the Non-invasive Micro-test Technology (NMT) System (NMT100-SIM-XY, Younger USA Sci. & Tech. Corp., Amherst, MA, USA) at the Xuyue Beijing NMT Service Center (Xuyue Beijing Sci. and Tech. Co., Ltd., Beijing, China). Callus that had been subcultured for 21 d was fixed onto the bottom of a Petri using a filter paper strip and resin block. The callus in the Petri dish was incubated in measuring solution (0.1 mM KCl, 0.1 mM CaCl_2_, 0.1 mM MgCl_2_, 0.5 mM NaCl, 0.3 mM MES, 0.2 mM Na_2_SO4, pH 6.5) for ~20 min. The measuring solution was discarded and replaced with 5~10 ml of fresh measuring solution. H_2_O_2_ flux microsensor was placed a ~10 μm from the calli, and H_2_O_2_ flux at each site was measured for 10 min; each measurement repeated four times. Flux data were obtained using imFluxes V2.0 software (Younger USA LLC, Amherst, MA 01002, USA): a positive value represents efflux and a negative value represents influx. The H_2_O_2_ flux was calculated based on Fick′s law of diffusion (5):

5 $$J\left( {{\mathrm{pmol}}/{\mathrm{cm}}^2/s} \right) = - D_o \times \left( {dc/dx} \right)$$

where *J* is the analyte H_2_O_2_ flux (unit: pmol·cm^−2^·s^−1^), *dc* is its concentration gradient, *dx* is the distance between the two points (30 μm), and *D*_*0*_ is its diffusion constant (unit: cm^−2^·s^−1^).

### Measurement of lipid peroxidation

MDA was measured using the thiobarbituric acid (TBA) assay^64^. The calli (100 mg) were homogenized in 1 ml 0.1% (w/v) TCA in an ice bath. After centrifuging the homogenate at 12,000 × *g* for 10 min, 0.5 ml of the supernatant was combined with 0.5 ml 0.6% thiobarbituric acid (TBA) and incubated at 95 °C for 15 min. The samples were cooled immediately in an ice bath and the absorbance of the supernatant measured at 450, 532, and 600 nm.

### Assay of GSH content

GSH content was assayed by Shanghai Sanshu Biotechnology Co., Ltd (Shanghai, China). The reaction mixture contained plant extract, 0.1 M NaH_2_PO_4_ (pH 7.7), and DTNB (5,5-dithiobis-2-nitrobenzoic acid). Absorbance was recorded at 412 nm^65^.

### Enzyme activity assays

The enzyme activity assays were carried out by Shanghai Sanshu Biotechnology Co., Ltd (Shanghai, China). Catalase (CAT) activity was measured based on the consumption of H_2_O_2_ and the decrease in absorbance at 240 nm^66^. Glutathione reductase (GR) was assayed based on the decrease in *A*_340_ due to nicotinamide adenine dinucleotide phosphate (NADPH) oxidation. The reaction mixture of GR contained 1.0 ml of 0.1 M potassium phosphate buffer (pH 8.0) including 0.5 mM EDTA, 0.5 mM MgCl_2_,1 mM NADPH, 10 mM oxidized glutathione (GSSG), and 0.1 ml enzyme extract^67^. The glutathione S-transferase (GST) was assayed using the substrate 1-chloro 2,4-dinitrobenzene (CDNB), and the activity was detected spectrophotometrically based on the change in absorbance at 340 nm^68^.

### Endogenous hormone level measurements

The calli were ground into a powder in liquid nitrogen in a mortar and each sample (0.05 g) were transferred to a 1.5 ml screw-cap tube. After adding 50 μl of internal standards and 500 μl of extraction solvent (2-propanol: H_2_O: HCl = 2:1: 0.002) to each tube, the sample was incubated on a shaker at 900 × *g* for 30 min at 4 °C. After adding 1 ml trichloromethane, the sample was shaken for 30 min and centrifuged at 14,000 × *g* for 5 min at 4 °C to form two phases. A 1.2 ml sample of solvent from the lower phase was dried in a nitrogen evaporator, dissolved in 0.1 ml methanol and endogenous SA levels quantified by high-performance liquid chromatography-mass spectrometry (HPLC-MS/MS)^69^.

Ethylene was analyzed according to a published method^70^ with minor modifications. The calli were placed into 100-mL vials that were promptly sealed with a rubber plug and incubated at 28 °C for 48 h in the dark. Ethylene content in 2 ml of the headspace gas was analyzed with a gas chromatograph (GC-17A, Shimadzu, Japan).

### RNA-seq analysis

Total RNA was isolated from Teqing and YIL25, pCPL and Teqing, and pOE and Teqing calli (subcultured for 21 days) with three biological replicates. Paired-end libraries were constructed and sequenced on the Illumina HiSeq 2500 platform at the Novogene Company (China). The RNA-seq reads were mapped to the reference genome (Os-Nipponbare-Refrence-IRGSP-1.0, MSU7) using TopHat2 with default parameters, and the FPKM (fragments per kilobase of exon per million mapped reads) of each gene and the DEGs (fold change ≥ 2, FDR < 0.001) between YIL25 and Teqing, pCPL and Teqing, and pOE and Teqing were calculated^71^.

### Sequencing and data analysis

The ~4.6 kb genomic fragment covering the entire *BOC1* gene (2740 bp), the 1,452 bp 5′-flanking region, and the 380 bp 3′-flanking region were amplified using five PCR primer pairs and sequenced using the Sanger sequencing approach. A previously published dataset in 1,083 diverse rice accessions was used to calculate the fixation index (*F*_ST_) across chromosome 3 between *indica* and *japonica* varieties using VCFtools 0.1.15, with a 100-Kb window size^36,72^.

### Data analysis

A two-tailed Student’s *t*-test was performed using SPSS version 16 (SPSS Inc., Chicago, IL, USA). QTL analysis was performed using MapManager QTXb 20^73^. Amino acid sequences homologous to BOC1 were downloaded from the National Center for Biotechnology Information website (http://blast.ncbi.nlm.nih.gov/). Phylogenetic trees were constructed using the neighbor-joining algorithm in MEGA version 7 with 1000 bootstrap replications^74^. The association tests were analyzed by R v3.6.1.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1-5

## Data Availability

Data supporting the findings of this work are available within the paper and its Supplementary Information files. A reporting summary for this Article is available as a Supplementary Information file. The datasets generated and analyzed during the current study are available from the corresponding author upon request. RNA-seq data for callus that had been subcultured for 21 days from Teqing and YIL25, Teqing and the complementation line pCPL-*BOC1*-Teqing, and Teqing and the overexpression line pOE-*BOC1*-Teqing was deposited in the National Center for Biotechnology Information (NCBI) under GEO accession number GSE142094. The source data underlying Figs. 1j, 1k, 2a, 2b, 3e, 3j, 3o, 4a, 4c, 5, 6, 8b, 8c, 8e, and 8f, as well as Supplementary Figs. 2, 5, 7, 8k, and 9 are provided as a Source Data file.

## Source data

Source Data

# Supplementary material for: A common wild rice-derived BOC1 allele reduces callus browning in indica rice transformation
**Source:** Nat Commun. 2020 Jan 23;11:443. doi: 10.1038/s41467-019-14265-0
**Supplement:** Supplementary file 1 — Supplementary Information

**A common wild rice-derived *BOC1* allele reduces callus
browning in *indica* rice transformation**

Zhang *et al.*

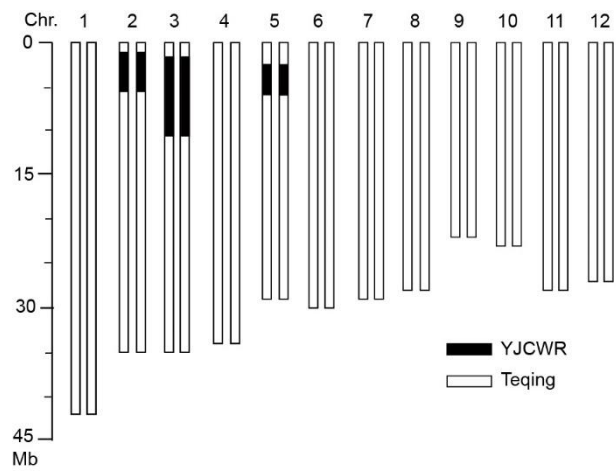

Supplementary Fig. 1. Graphic depiction of genotype of the introgression line YIL25. The black boxes represent the chromosome segments of YJCWR. The white boxes represent the Teqing genetic background.

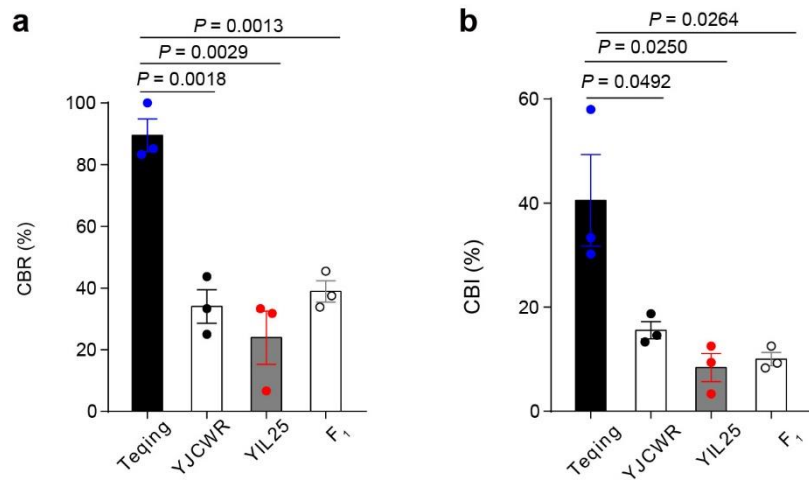

Supplementary Fig. 2. Phenotypic comparison of various calli subcultured for 21 days. (a, b) Comparison of the CBR and CBI of Teqing, YJCWR, YIL25, and F_1 progeny derived from a cross between Teqing and YIL25. Values are means $\pm$ SE ($n = 3$ biologically independent samples). Two-tailed Student's t -tests were performed to determine significant differences. Source data are provided as a Source Data file.

Teqing AAAA C T C C C G T A A C C G T A G G A T G A T C A G A T G G T C A A C G G C G A T G G C A A A G G T C A G C G T T T G G T T T A C C A C G C C T T C G T C 79
 YIL25 AAAA C T C C C G T A A C C G T A G G A T G A T C A G A T G G T C A A C G G C G A T G G C A A A G G T C A G C G T T T G G T T T A C C A C G C C T T C G T C 80

Teqing C G G C G G T G G G C C G G T G G G G C C C A C C T G G A A G T C T A A T T A T T A C T A G A C C G A G A A A T A A A C A A C T T G C T T C A C A A G A A C A T 159
 YIL25 C G G C G G T G G G C C G G T G G G G C C C A C C T G G A A G T C T A A T T A T T A C T A G A C C G A G A A A T A A A C A A C T T G C T T C A C A A G A A C A T 160

Teqing C G T G G G T G G G A A C G A G C G A A A G C A A T C T T A A G C G C C A A G A A A A A T A C G C A C A A G A G A A A G A G T A G G C G C G G T T T T G T G G 239
 YIL25 C G T G G G T G G G A A C G A G C G A A A G C A A T C T T A A G C G C C A A G A A A A A T A C G C A C A A G A G A A A G A G T A G G C G C G G T T T T G T G G 240

Teqing C C G G A G A G A A A G C A C G C G C G G T T T C G T G C C G G A G T A T C A T T T T C G T T T T C T T T T T T C T C C C T T T C T T T T T T T C G C A T 319
 YIL25 C C G G A G A G A A A G C A C G C G C G G T T T C G T G C C G G A G T A T C A T T T T C G T T T T C T T T T T T T C T C C C T T T C T T T T T T T C G C A T 320

Teqing T A A C G G A C G T T T C G T A C T A A 340
 YIL25 T A A C G G A C G T T T C G T A C T A A G C C C T G T T T A G A T G G G A C T A A A C T T T T A A G T C C C T A T C A T A T C A G A T G T T T G A A A A T T 400

Teqing 340
 YIL25 A A T T A T A A A T A T T A A C G T A G A C T A T T A A T A A A C C C A T C C A T A A T C T T G G A C T A A T T T G C G A G A C G A A T C T A A T G A G C C 480

Teqing 340
 YIL25 T A A T T A A T C C A T G A T T A G C C T A T G T G A T G C T A C A G T A A A C A T T C T C T A A T T A T A G A T T A A T T A G G C T T A A A A A T T T G T C 560

Teqing 340
 YIL25 T C G T G A A T T A G C T T T T A T T T A T G T A A T T A G T T T T G T A A G T A G T C T A T A T T T A A T A C T C T A A A T T A G T G T C T A A A G A C A G A 640

Teqing . . . . . G C T G G T A T A C A A C A A G G A G A C C G G C T G G G C G C C T G G G C C T G T C 382
 YIL25 G A C T A A A G T T A A G T C C C T G G A T C T A A T A A C C A C C T A A G C T G G T A T A C A A C A A G G A G A C C G G C T G G G C G C C T G G G C C T G T C 720

Teqing C A G G T G A A G T A A A G G C A A A G T C G G T A C T A A T C G G T A T A G T C A G C G T G C T T C A C A T G C G A C A A C T C T G A C C C A A G G T G A A 462
 YIL25 C A G G T G A A G T A A A G G C A A A G T C G G T A C T A A T C G G T A T A G T C A G C G T G C T T C A C A T G C G A C A A C T C T G A C C C A A G G T G A A 800

Teqing G T A A A G A G C C A A G T C T T T A T G T A C G A C A G T A C G A G C A A A G G A C T A G T A C A G T A G A A A G T G C T A T G C T G A A T T T T G C T A T T G 542
 YIL25 G T A A A G A G C C A A G T C T T T A T G T A C G A C A G T A C G A G C A A A G G A C T A G T A C A G T A G A A A G T G C T A T G C T G A A T T T T G C T A T T G 880

Teqing T T A G G A A A C A A T T T T T T G G T T A T A T A A T T A A C C A A A C T C A T A C A A T C A A A T G T G T A T G C A T G A A A T T G A A A T G T A A C C G 622
 YIL25 T T A G G A A A C A A T T T T T T G G T T A T A T A A T T A A C C A A A C T C A T A C A A T C A A A T G T G T A T G C A T G A A A T T G A A A T G T A A C C G 960

Teqing T T T T T T A G A C C A A T T T T C T T A T A T T A A T T A A T T A T T A T A G A G G A G A A A T A T T T T T T C T T T T T T A A G G G A A G G A G A C A C 702
 YIL25 T T T T T T A G A C C A A T T T T C T T A T A T T A A T T A A T T A T T A T A G A G G A G A A A T A T T T T T T C T T T T T T A A G G G A A G G A G A C A C 1040

Teqing T A T T C T T T C C G T T C A A G T A A G T A G T A G T C C A G A C C A A A A A A A A A T A A A A A A C A A C T G G C G C A A G T A A A A C A G G T T C G G 782
 YIL25 T A T T C T T T C C G T T C A A G T A A G T A G T A G T C C A G A C C A A A A A A A A A T A A A A A A C A A C T G G C G C A A G T A A A A C A G G T T C G G 1120

Teqing G G G C A A A C T A G A C A T T T C T A G A C T T C T C T A C C A A G G C A T C T C T T C T G T C C T T C A T C A G G G G C A A A C C G C C A T T A C C A T 862
 YIL25 G G G C A A A C T A G A C A T T T C T A G A C T T C T C T A C C A A G G C A T C T C T T C T G T C C T T C A T C A G G G G C A A A C C G C C A T T A C C A T 1200

Teqing T A C C A A C A A A C G C A A A G A A G A C T C G G G C G G G C G C G C C C C A G A A C A C A A G T G A G A A A A A A A A A A C C G A C C T C C T C G C C 942
 YIL25 T A C C A A C A A A C G C A A A G A A G A C T C G G G C G G G C G C G C C C C A G A A C A C A A G T G A G A A A A A A A A A A C C G A C C T C C T C G C C 1280

Teqing G A C G T G C T C T T C A A G A G A C C G A C C C C C G C G C G G C C T C A A C C T A T A T T C A T C C C C A C C T C C T C C G T C T C C G C T C C C 1022
 YIL25 G A C G T G C T C T T C A A G A G A C C G A C C C C C G C G C G G C C T C A A C C T A T A T T C A T C C C C A C C T C C T C C G T C T C C G C T C C C 1360

Teqing A C T T G A T C C C G A T C G C C A T T T C T C C A C C T G C A C A T C T G C G C G C G C G C G G G A G A G C A G A G G C G G C G A G A G A T C C G G G 1102
 YIL25 A C T T G A T C C C G A T C G C C A T T T C T C C A C C T G C A C A T C T G C G C G C G C G C G G G A G A G C A G A G G C G G C G A G A G A T C C G G G 1440

Teqing T C G G G A G G G G T G A T G G A C T T C T C G G C G A C G T C A A G C C G G C G A T C C A C C G G C C T C T G T C G C G G C G G C A C G C G G G G A G G 1182
 YIL25 T C G G G A G G G G T G A T G G A C T T C T C G G C G A C G T C A A G C C G G C G A T C C A C C G G C C T C T G T C G C G G C G G C A C G C G G G G A G G 1520

Teqing G A A C G G T G G G G C G A T C C C G C T C C T G C G T G G G T G G C A G G C G T T C C G G A G G A G C G G C G C G C G G G C A G G C T C C T C T G C T T C G 1262
 YIL25 G A A C G G T G G G G C G A T C C C G C T C C T G C G T G G G T G G C A G G C G T T C C G G A G G A G C G G C G C G C G G G C A G G C T C C T C T G C T T C G 1600

Teqing A G G G C G G C G C T G G G C G G A C G T C G C G G G C A G G T G G T G G G G C T G C T G C G G C G G G C G T T C A T G G A G G G A A G G C C G T T T G C 1342
 YIL25 A G G G C G G C G C T G G G C G G A C G T C G C G G G C A G G T G G T G G G G C T G C T G C G G C G G G C G T T C A T G G A G G G A A G G C C G T T T G C 1680

Teqing G A G G C G C C T G C G G T G G G A G G G T T T C C T G T T C G A C T T C A T G C G G A T G G T T C G G A T C G A T G A G G C C A C C G C G A G G A G G C 1422
 YIL25 G A G G C G C C T G C G G T G G G A G G G T T T C C T G T T C G A C T T C A T G C G G A T G G T T C G G A T C G A T G A G G C C A C C G C G A G G A G G C 1760

Teqing C G C G C T G G G G T G G A T C G A C G A C C G C G C G C G T C T T C T C C G G C T C C C A G G G C G G G A G A A G A G A A G A G G G A G A G G G 1502
 YIL25 C G C G C T G G G G T G G A T C G A C G A C C G C G C G C G T C T T C T C C G G C T C C C A G G G C G G G A G A A G A G A A G A G G G A G A G G G 1840

Teqing A C G A G G C G G G G T C G G A G G T G A A G G G G A G G A T C G G C G G C G G C G G C A G C C G G C G G C G G A G G A G G A G G A C G G G G A C G A G G C G 1582
 YIL25 A C G A G G C G G G G T C G G A G G T G A A G G G G A G G A T C G G C G G C G G C G G C A G C C G G C G G C G G A G G A G G A G G A C G G G G A C G A G G C G 1920

Teqing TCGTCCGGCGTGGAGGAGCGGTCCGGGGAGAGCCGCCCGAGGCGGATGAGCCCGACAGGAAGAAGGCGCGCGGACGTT 1662
YIL25 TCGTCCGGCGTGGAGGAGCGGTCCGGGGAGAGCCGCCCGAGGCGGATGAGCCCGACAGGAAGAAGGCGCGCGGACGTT 2000

Teqing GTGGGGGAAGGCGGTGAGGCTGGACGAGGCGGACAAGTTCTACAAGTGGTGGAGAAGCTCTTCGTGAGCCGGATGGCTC 1742
YIL25 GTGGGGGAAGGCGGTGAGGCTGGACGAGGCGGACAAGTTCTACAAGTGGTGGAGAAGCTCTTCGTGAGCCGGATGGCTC 2080

Teqing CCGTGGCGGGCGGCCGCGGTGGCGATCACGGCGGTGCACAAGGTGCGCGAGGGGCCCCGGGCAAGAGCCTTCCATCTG 1822
YIL25 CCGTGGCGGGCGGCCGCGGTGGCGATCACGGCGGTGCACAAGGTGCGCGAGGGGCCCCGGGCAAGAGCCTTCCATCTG 2160

Teqing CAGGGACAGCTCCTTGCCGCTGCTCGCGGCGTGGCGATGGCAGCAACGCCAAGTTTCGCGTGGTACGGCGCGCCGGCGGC 1902
YIL25 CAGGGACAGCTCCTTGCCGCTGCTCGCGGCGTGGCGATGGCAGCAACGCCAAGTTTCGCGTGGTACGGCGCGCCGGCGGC 2240

Teqing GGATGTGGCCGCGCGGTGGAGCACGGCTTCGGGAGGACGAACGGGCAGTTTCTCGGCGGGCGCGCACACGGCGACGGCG 1982
YIL25 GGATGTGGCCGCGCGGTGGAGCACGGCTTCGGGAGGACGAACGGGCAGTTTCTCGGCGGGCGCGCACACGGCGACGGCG 2320

Teqing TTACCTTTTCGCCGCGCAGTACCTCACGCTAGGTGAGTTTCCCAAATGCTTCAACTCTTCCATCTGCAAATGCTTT 2062
YIL25 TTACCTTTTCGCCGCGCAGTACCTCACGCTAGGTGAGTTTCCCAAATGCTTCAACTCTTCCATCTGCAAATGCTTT 2400

Teqing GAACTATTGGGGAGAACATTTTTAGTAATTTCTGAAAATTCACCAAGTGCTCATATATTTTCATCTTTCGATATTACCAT 2142
YIL25 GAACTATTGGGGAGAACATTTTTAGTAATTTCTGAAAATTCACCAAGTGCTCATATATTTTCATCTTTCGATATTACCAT 2480

Teqing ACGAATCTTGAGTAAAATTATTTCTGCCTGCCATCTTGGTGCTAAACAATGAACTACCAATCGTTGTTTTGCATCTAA 2222
YIL25 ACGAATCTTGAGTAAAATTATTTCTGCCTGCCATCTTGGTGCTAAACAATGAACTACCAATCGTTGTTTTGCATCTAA 2560

Teqing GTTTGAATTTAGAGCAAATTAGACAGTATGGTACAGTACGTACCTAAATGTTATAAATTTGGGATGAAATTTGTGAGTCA 2302
YIL25 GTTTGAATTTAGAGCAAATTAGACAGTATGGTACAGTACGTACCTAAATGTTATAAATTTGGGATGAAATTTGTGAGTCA 2640

Teqing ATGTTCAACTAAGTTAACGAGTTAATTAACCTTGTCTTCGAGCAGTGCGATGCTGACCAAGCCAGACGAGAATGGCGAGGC 2382
YIL25 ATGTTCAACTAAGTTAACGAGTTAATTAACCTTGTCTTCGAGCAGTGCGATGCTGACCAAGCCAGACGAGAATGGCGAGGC 2720

Teqing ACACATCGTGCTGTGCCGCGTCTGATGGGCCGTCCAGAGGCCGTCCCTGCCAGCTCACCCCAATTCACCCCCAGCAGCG 2462
YIL25 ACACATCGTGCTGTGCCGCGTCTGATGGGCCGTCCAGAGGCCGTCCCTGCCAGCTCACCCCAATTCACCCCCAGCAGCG 2800

Teqing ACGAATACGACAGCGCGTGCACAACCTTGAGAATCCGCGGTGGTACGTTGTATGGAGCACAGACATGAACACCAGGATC 2542
YIL25 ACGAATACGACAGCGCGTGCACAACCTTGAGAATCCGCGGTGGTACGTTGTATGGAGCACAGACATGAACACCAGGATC 2880

Teqing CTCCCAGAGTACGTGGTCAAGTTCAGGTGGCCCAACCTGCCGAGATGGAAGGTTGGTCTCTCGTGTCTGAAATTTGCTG 2622
YIL25 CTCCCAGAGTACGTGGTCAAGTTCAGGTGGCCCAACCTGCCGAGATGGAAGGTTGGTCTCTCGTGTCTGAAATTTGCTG 2960

Teqing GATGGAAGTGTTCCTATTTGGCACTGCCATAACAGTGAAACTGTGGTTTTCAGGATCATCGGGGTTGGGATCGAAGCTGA 2702
YIL25 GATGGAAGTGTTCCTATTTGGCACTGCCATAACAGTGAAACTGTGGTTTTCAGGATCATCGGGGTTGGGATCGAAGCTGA 3040

Teqing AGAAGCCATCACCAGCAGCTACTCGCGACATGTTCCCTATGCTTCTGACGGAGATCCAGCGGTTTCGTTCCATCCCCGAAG 2782
YIL25 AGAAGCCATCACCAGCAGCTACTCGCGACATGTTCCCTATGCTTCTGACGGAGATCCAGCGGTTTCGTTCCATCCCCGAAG 3120

Teqing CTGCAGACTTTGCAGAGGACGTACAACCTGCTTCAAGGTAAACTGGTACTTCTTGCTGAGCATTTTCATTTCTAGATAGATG 2862
YIL25 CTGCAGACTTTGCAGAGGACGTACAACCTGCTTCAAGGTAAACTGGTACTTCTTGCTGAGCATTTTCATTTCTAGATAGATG 3200

Teqing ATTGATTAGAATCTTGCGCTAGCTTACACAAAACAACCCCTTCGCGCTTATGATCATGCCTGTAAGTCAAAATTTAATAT 2942
YIL25 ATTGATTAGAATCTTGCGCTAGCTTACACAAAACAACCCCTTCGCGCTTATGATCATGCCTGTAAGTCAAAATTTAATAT 3280

Teqing AAGAGTTGATTTTGTGGTTTTTTT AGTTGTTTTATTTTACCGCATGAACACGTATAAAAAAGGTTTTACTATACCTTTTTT 3021
YIL25 AAGAGTTGATTTTGTGGTTTTTTT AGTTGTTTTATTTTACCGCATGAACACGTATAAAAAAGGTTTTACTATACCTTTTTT 3360

Teqing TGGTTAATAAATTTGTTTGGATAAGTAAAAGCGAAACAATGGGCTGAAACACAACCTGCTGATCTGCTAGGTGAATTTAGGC 3101
YIL25 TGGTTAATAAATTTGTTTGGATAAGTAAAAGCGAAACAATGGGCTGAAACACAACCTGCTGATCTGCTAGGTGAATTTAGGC 3440

Teqing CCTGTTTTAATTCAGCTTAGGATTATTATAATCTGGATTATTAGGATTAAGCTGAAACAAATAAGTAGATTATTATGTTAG 3181
YIL25 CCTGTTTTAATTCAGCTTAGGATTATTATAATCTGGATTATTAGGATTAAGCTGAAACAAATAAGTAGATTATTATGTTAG 3520

Teqing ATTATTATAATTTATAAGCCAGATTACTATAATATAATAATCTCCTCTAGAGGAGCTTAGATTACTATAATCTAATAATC 3261
YIL25 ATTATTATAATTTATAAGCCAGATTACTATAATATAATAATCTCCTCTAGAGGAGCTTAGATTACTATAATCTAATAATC 3600

Teqing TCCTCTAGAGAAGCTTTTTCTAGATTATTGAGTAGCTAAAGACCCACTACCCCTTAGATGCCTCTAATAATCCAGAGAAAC 3341
YIL25 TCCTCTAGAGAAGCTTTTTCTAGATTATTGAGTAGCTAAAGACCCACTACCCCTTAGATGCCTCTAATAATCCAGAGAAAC 3680

Teqing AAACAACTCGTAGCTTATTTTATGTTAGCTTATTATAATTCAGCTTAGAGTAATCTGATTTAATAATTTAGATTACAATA 3421
YIL25 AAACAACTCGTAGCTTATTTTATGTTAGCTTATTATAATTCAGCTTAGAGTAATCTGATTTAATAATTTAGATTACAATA 3760

Teqing	ATCTTAAGCTGAAACAAACGGGGC	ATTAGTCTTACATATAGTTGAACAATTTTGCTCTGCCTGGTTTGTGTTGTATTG	3501
YIL25	ATCTTAAGCTGAAACAAACGGGGC	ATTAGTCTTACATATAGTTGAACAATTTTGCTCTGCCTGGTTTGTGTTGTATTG	3840
Teqing	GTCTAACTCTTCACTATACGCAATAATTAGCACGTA	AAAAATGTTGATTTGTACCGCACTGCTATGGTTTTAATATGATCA	3581
YIL25	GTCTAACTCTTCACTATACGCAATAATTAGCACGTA	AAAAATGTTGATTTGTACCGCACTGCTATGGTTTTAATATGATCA	3920
Teqing	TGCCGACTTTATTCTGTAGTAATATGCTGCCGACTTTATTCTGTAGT	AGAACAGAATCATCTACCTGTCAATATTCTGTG	3661
YIL25	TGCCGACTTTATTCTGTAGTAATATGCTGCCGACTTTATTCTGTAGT	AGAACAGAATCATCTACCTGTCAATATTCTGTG	4000
Teqing	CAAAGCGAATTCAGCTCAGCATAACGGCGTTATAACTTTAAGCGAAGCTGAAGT	CCTGAAAAATCCAATGACATAAAATTTT	3741
YIL25	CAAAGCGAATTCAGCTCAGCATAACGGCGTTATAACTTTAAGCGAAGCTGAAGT	CCTGAAAAATCCAATGACATAAAATTTT	4080
Teqing	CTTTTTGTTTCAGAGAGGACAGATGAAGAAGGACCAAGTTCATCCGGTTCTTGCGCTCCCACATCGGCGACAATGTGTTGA		3821
YIL25	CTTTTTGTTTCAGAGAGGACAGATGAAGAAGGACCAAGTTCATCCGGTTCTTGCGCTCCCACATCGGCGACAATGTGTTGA		4160
Teqing	CCACCGTGGCCAAGAACTCCGAGGGTACT	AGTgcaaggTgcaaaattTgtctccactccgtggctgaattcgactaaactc	3901
YIL25	CCACCGTGGCCAAGAACTCCGAGGGTACT	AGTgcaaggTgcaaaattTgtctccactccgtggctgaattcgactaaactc	4240
Teqing	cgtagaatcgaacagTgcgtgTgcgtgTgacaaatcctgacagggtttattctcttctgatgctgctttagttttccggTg		3981
YIL25	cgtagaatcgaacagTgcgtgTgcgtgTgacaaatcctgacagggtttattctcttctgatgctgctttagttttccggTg		4320
Teqing	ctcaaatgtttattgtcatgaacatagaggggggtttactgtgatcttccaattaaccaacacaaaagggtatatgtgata		4061
YIL25	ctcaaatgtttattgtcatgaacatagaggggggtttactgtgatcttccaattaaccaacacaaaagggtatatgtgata		4400
Teqing	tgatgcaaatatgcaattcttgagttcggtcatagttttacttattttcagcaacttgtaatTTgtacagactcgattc		4141
YIL25	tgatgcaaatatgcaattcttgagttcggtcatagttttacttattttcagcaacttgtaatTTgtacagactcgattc		4480
Teqing	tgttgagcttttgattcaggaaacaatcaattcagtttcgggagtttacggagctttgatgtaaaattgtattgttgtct		4221
YIL25	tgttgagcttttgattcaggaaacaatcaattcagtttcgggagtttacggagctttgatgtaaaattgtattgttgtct		4560
Teqing	tttccccgTTTT		4233
YIL25	tttccccgTTTT		4572

Supplementary Fig. 3. Comparison of *BOC1* sequences between Teqing and YIL25.

The 337 bp deletion in the promoter region is underlined purple. The translation initiation site (ATG) and stop codon (TAG) are highlighted. The SNP variations between Teqing and YIL25 are marked by red rectangles. The 1 bp deletion is marked with a red triangle. The 5'-UTR is underlined in rose red. The four exons of the nucleotide sequences are underlined in red. The lowercase letters indicate the 3'-UTR.

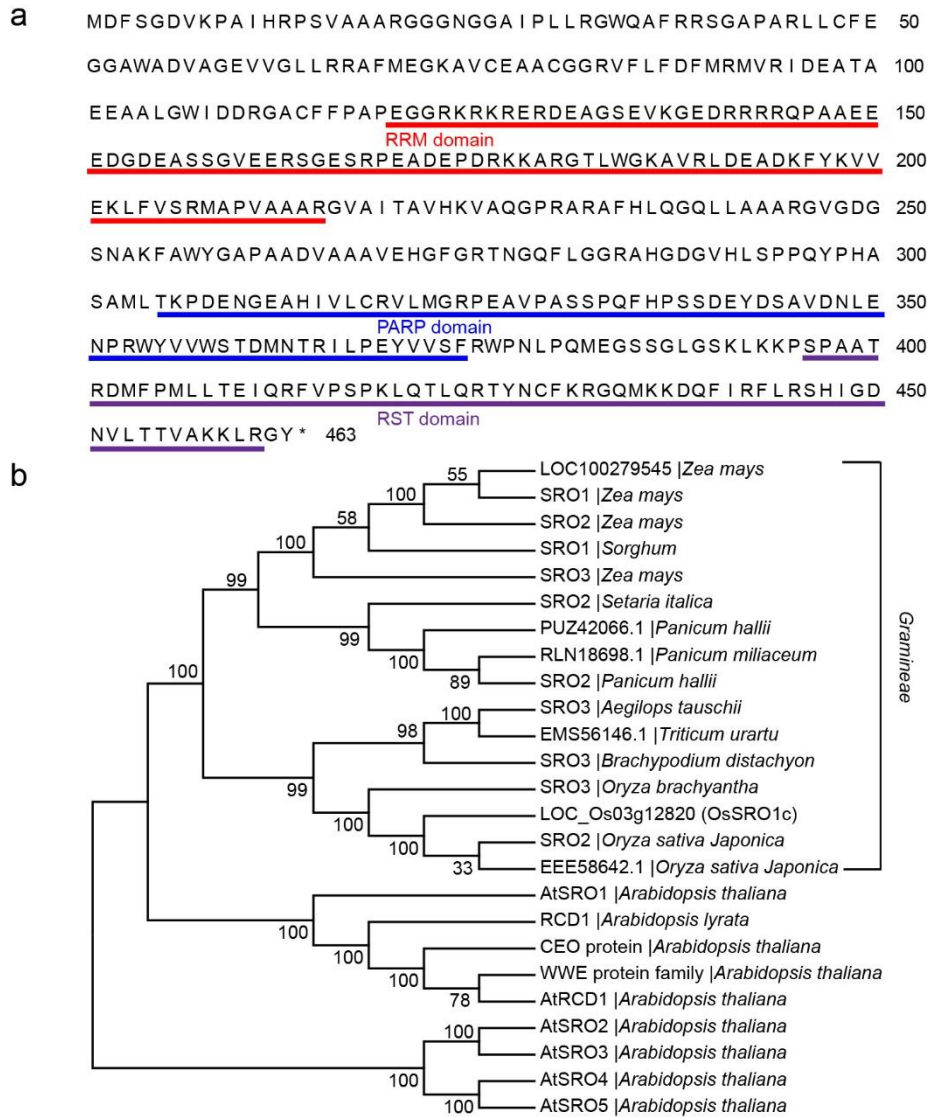

Supplementary Fig. 4. Conserved domains (a) and phylogenetic analysis (b) of BOC1 protein. The RRM domain, poly (ADP-ribose) polymerase catalytic domain (PARP), and RCD1-SRO-TAF4 (RST) domain are underlined in red, blue, and purple, respectively. The neighbor-joining tree was constructed using MEGA 7 software.

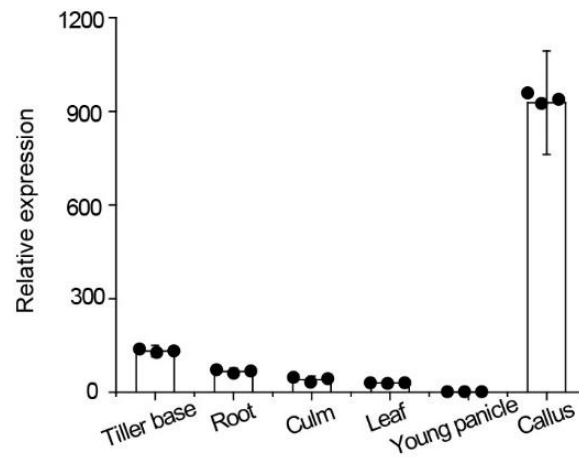

Supplementary Fig. 5. The expression pattern of *BOC1* in different organs of YIL25. Expression analysis of *BOC1* in the tiller base, root, culm, leaf, and young panicle and callus subcultured for 21 days. Data are means, with bars showing SE, $n = 3$ biological replicates. Source data are provided as a Source Data file.

```

1  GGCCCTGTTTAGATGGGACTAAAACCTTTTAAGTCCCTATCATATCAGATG  50
51  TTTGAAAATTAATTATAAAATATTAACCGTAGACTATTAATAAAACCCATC  100
101 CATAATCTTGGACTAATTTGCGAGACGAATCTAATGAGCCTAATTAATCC  150
151 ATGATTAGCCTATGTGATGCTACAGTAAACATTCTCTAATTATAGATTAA  200
201 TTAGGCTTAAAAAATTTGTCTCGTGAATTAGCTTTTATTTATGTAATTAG  250
251 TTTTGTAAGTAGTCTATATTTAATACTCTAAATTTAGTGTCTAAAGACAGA  300
301 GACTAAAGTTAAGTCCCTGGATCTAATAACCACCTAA 337

```

Supplementary Fig. 6. The *cis*-acting regulatory DNA elements in the 337 bp insertion associated with plant stress responses. The DOF TFBS (DOF COREZM), MYC TFBS (MYCCONSENSUSAT), ACGT TFBS (ACGTATERD1), and MYB TFBS (MYB1AT) are underlined in red, blue, brown, and purple, respectively.

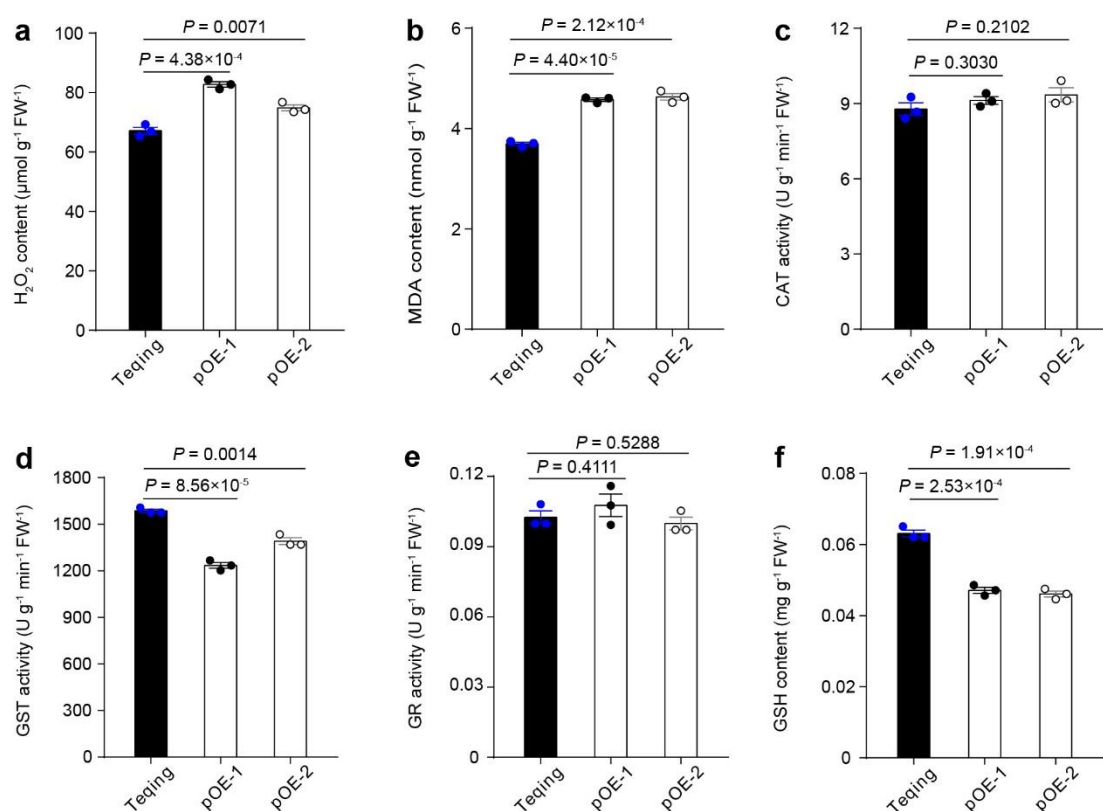

Supplementary Fig. 7. Physiological and biochemical oxidative stress indices of calli subcultured for 21 days in *BOC1* overexpression transgenic plants. (a) H_2O_2 contents in Teqing and two positive overexpression transgenic plants. (b) MDA contents. (c), (d) and (e) Assay of the antioxidant enzyme activities. CAT, catalase. GST, glutathione S-transferase. GR, glutathione reductase. (f) Antioxidant GSH contents. All values are presented as means $\pm$ SE ($n = 3$ biologically independent samples). P values were analyzed by two-tailed Student's t -test. Source data are provided as a Source Data file.

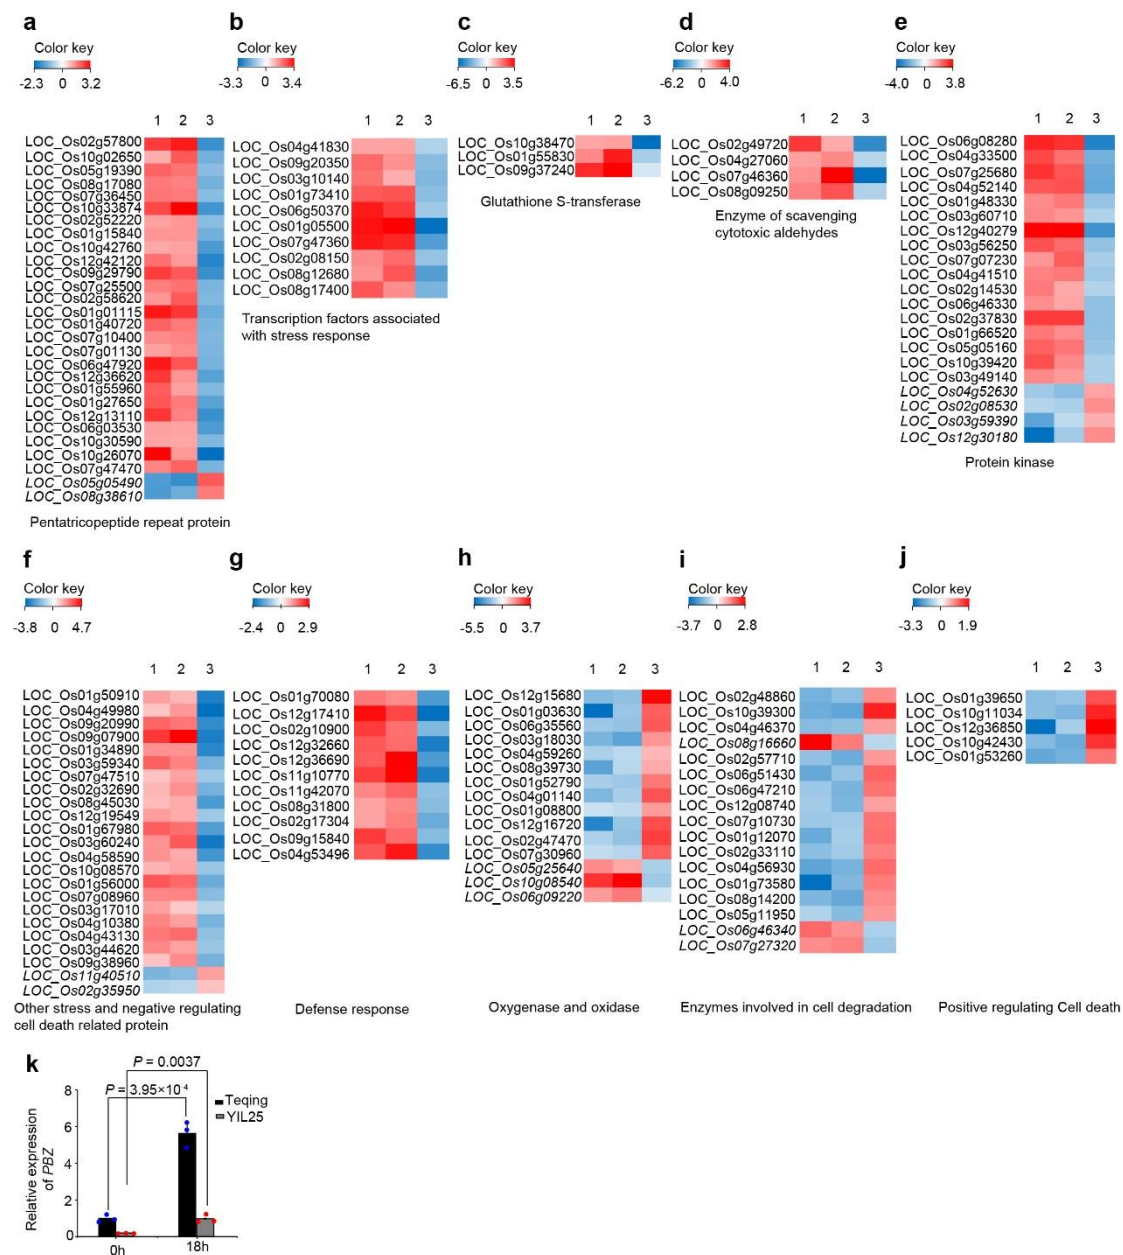

Supplementary Fig. 8. Differentially expressed genes in YIL25 vs Teqing, pCPL vs Teqing, and pOE vs Teqing via RNA-seq analysis. (a-j) 1 represents YIL25 vs Teqing. 2 represents pCPL vs Teqing. 3 represents pOE vs Teqing. (k) The relative expressions of *PBZ* by treated the callus of subculture 7d with 0.5% H₂O₂ treatment for 18h. *PBZ* represents *LOC_Os12g36850*. All values in (k) are presented as means ± SE (*n* = 3 biological replicates). *P* values were analyzed by two-tailed Student's *t*-test. Source data underlying Supplementary Figure 8k are provided as a Source Data file.

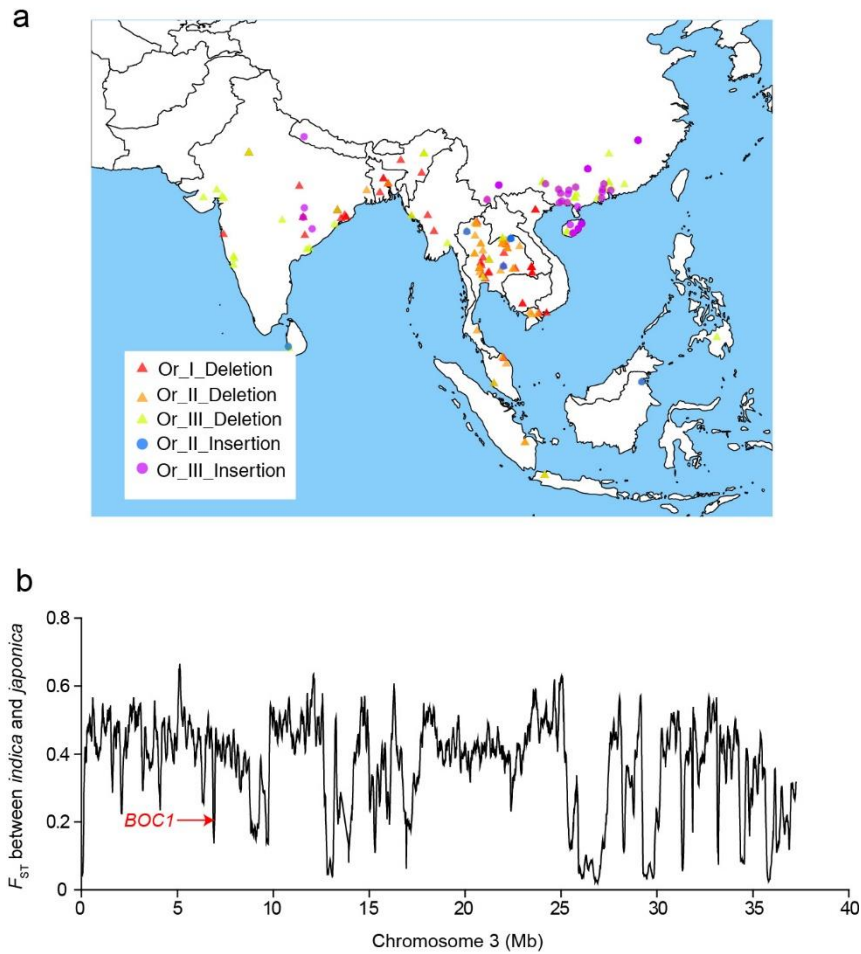

Supplementary Fig. 9. The 226 accessions of *Oryza rufipogon* classification with and without the 337 bp and the fixation index (F_{ST}) on chromosome 3 between the *indica* and *japonica* subspecies. The triangle represents the 337 bp deletion and the circle represents the 337 bp insertion. Or_I_Deletion, Or_II_Deletion, and Or_III_Deletion, represents the accessions of *Oryza rufipogon* without this 337 bp in group I, II, III, respectively. Or_II_Insertion and Or_III_Insertion represents the accessions of *Oryza rufipogon* with this insertion in group II and III, respectively. (a) was drawn by maps 3.3.0, an R package with GPL-2 license. Source data are provided as a Source Data.

Supplementary Table 1. QTL analysis using 198 F₂ individuals.

Phenotype	Locus	LOD ^a	PV ^b (%)	Add ^c	Dom ^d
Callus browning index	RM3131-RM3766	6.43	14	-5.33	-3.17

QTL was detected by single-point analysis and interval mapping. ^a: Logarithm of odds; ^b: The phenotypic variance explained by the QTL; ^c: Additive effects, negative value means YJCWR carried alleles decreasing CBI trait values. ^d: Dominant effect

# Supplementary material for: A common wild rice-derived BOC1 allele reduces callus browning in indica rice transformation
**Source:** Nat Commun. 2020 Jan 23;11:443. doi: 10.1038/s41467-019-14265-0
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Paired-end libraries were constructed and sequenced by an Illumina HiSeq 2500.

Data analysis

MapManager QTXb 20; NCBI; MEGA, v7; TopHat, 2.1.1; RepeatMasker, v4.0.6; PLACE 26.0; imFluxes V2.0; SPSS, v16; R software, v3.6.1; VCFtools 0.1.15.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Data supporting the findings of this work are available within the paper and its Supplementary Information files. The datasets generated and analyzed during the current study are available from the corresponding author upon request. RNA-seq data for callus that had been subcultured for 21 days from Teqing and YIL25, Teqing and the complementation line pCPL-BOC1-Teqing, and Teqing and the overexpression line pOE-BOC1-Teqing was deposited in the National Center for Biotechnology Information (NCBI) under GEO accession number GSE142094. The source data underlying Figs. 1j–k, 2a–b, 3e, 3j, 3o, 4a, 4c, 5a–e, 6a–j, 8b–c, 8e–f as well as Supplementary Figs. 2a–b, 5, 7a–f, 8k, and 9a–b are provided as a Source Data file.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences   ☐ Behavioural & social sciences   ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	The germplasm, which was used to analyze the sequence variation of BOC1 promoter to affect callus browning, was collected 50 accessions of <i>Oryza rufipogon</i> which distributed in major districts of common wild rice of China, and 74 Asian rice cultivars from 23 countries and regions, which represents a broad genetic diversity of common wild rice and cultivated rice.
Data exclusions	No data was excluded for the analyses.
Replication	All reported results in the paper was reliably reproduced in biological replicates and we have stated it in figure legends.
Randomization	Plants of equal initial sizes were randomly assigned to the treatment and control groups.
Blinding	The investigators were blinded to group allocation during data collection and analysis.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☒	☐ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

# Supplementary material for: A common wild rice-derived BOC1 allele reduces callus browning in indica rice transformation
**Source:** Nat Commun. 2020 Jan 23;11:443. doi: 10.1038/s41467-019-14265-0
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

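The kinesin gene LOC_Os02g43130 and the cyclin-like F-box gene LOC_Os03g02560 are examples from the UUD list with a value in all 3 comparisons. LOC_Os02g43130 rose to 3.69 ± 0.378 against 0.796 ± 0.122 FPKM in YIL25 and 6.64 ± 0.681 against 0.878 ± 0.194 FPKM in pCPL, and fell to 1.30 ± 0.217 against 5.09 ± 0.244 FPKM in pOE. LOC_Os03g02560 rose to 22.5 ± 0.750 against 4.13 ± 0.471 FPKM in YIL25 and 17.7 ± 1.85 against 3.44 ± 0.278 FPKM in pCPL, and fell to 4.69 ± 0.735 against 14.2 ± 0.652 FPKM in pOE. The list also holds 11 genes annotated as transposon or retrotransposon proteins, which all rose in pCPL and fell in pOE at an adjusted p under 0.05 by limma, also when adjusted over the list alone. Of the 410 listed genes, 403 were tested in pCPL and 336 of them were called higher. In pOE, 403 were tested and 317 called lower, and 286 were called in both. In YIL25, 121 of the listed genes had a value, 111 were tested and 80 were called higher. Each tested gene of the list moved in the listed direction at an adjusted p under 0.05 by limma in each comparison, and the median log2 fold changes were 1.34 in YIL25, 1.43 in pCPL and -1.35 in pOE. Because the list was made from the same libraries, these counts are not independent evidence.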

File Name: Supplementary Data 1
Description: 410 DEGs up regulated in YIL25 versus Teqing, pCPL versus Teqing, and downregulated in pOE versus Teqing detected using RNA-seq.

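The retrotransposon gene LOC_Os01g73100 was at 3.34 ± 0.716 against 30.1 ± 4.66 FPKM in YIL25 and Teqing1, 6.63 ± 0.964 against 24.7 ± 2.17 FPKM in pCPL and Teqing2, and 22.7 ± 1.99 against 7.89 ± 1.16 FPKM in pOE and Teqing3. It is 1 of 10 transposon and retrotransposon genes on the DDU list, of which 9 of 9 tested fell in pCPL and rose in pOE at an adjusted p under 0.05 by limma, also when adjusted over the list alone. The kinesin-related gene LOC_Os03g17164 fell to 15.6 ± 0.652 against 49.8 ± 3.37 FPKM in pCPL and rose to 44.8 ± 3.36 against 10.2 ± 0.646 FPKM in pOE. Of the 290 listed genes, 287 were tested in pCPL and 215 of them were called lower, with a median log2 fold change of -1.25. In pOE, 284 were tested and 208 called higher (median 1.18), and 167 were called in both. In YIL25, 86 of the listed genes had a value, 83 were tested and 74 were called lower (median -1.38). No tested gene of the list had the opposite sign in any comparison. The genes were selected from the same libraries, so their counts are not independent evidence.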

File Name: Supplementary Data 2
Description: 290 DEGs down regulated in YIL25 versus Teqing, pCPL versus Teqing, and up regulated in pOE versus Teqing detected using RNA-seq.

File Name: Supplementary Data 3
Description: The callus browning index in the subculture 21d, BOC1 variations, and the expression level of BOC1 in 50 common wild rice.

File Name: Supplementary Data 4
Description: The callus browning index in the subculture 21d, BOC1 variations, and the expression level of BOC1 in 46 indica varieties and 28 japonica varieties.

File Name: Supplementary Data 5
Description: Primers used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

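RNA-seq had been made by the authors from callus of Teqing and YIL25, Teqing and pCPL, and Teqing and pOE, subcultured for 21 days, with 3 biological replicates per group and 18 libraries in all. According to the authors, paired-end Illumina reads were mapped to IRGSP-1.0 (MSU7) with TopHat2 at default parameters (TopHat 2.1.1 in their reporting summary), and FPKM values per gene were computed and deposited in 1 table per comparison. The submitters' notes also name CASAVA 1.8, bcl2fastq and Cufflinks. The program behind the differential expression is not given in the sources used here. The log2 fold changes in the deposited tables are the authors', of the line over Teqing. In pCPL and pOE they equal the log2 ratio of the mean FPKM closely, and in YIL25 they are offset by a constant. The p-values and adjusted p-values were also deposited by the authors, and served only in 1 alternative. Each table was normalized separately.

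The pCPL table lists 38335 genes and the pOE table 38428. The YIL25 table holds 65535 entries, of chromosomes 1 and 2 and the start of chromosome 3, so that BOC1, actin and the PBZ1-like gene were not analysed here in YIL25. Genes without an entry in the annotation were not joined across tables, because their numbers are not shared. In the pCPL and pOE tables, FPKM times gene length was close to a whole number of reads for genes with few reads in every library. Reads over genes recovered in this way were 16620557, 16747041 and 17448446 in pCPL and 19739116, 17794713 and 19610884 in Teqing2. They were 20178993, 20939328 and 21893028 in pOE and 26298032, 25584470 and 20934215 in Teqing3. In YIL25 and Teqing1, where the table holds part of the genome, the library size behind the FPKM was estimated at 37589297, 43391569 and 40092050 reads for YIL25 and 37994564, 39911961 and 35443358 reads for Teqing1. Replicates varied more than by read sampling alone (chi-squared per gene of 2.04 to 4.69).

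Each line was tested against its own Teqing group with limma 3.58.1 in R 4.3.3, as a linear model with a trended prior on log2(FPKM + 1). Genes with a mean above 1 FPKM in either group were tested, and calls required a fold change of 2 and a Benjamini-Hochberg adjusted p under 0.001. Teqing groups were not pooled. UUD and DDU genes are the intersections of the 3 call lists over genes tested in all 3. The fit was tested on simulated data with noise from the replicate SDs and no batch effect. It made no false calls, but such noise could hardly reach the fold threshold. At an adjusted p of 0.05, 6 of 7228 unchanged genes passed in YIL25, 10 of 20226 in pCPL and 9 of 20652 in pOE. Changed genes were drawn only from those above 5 FPKM in Teqing. The fit called none of the changes of 1.5-fold and at least 90.0% of those of 4-fold. Of changes of 2.5-fold, it called 84.0% in YIL25 (7428 genes), 82.0% in pCPL (20426 genes) and 74.0% in pOE (20852 genes).

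Genes were named by a rule fixed before the data were examined, though values in Supplementary Data 1 and 2 had been seen when it was written. It takes the genes that the paper names, the 6 largest increases and decreases per comparison with a mean of at least 5 FPKM and groups that do not overlap, the 5 strongest UUD and DDU genes, up to 4 members per gene list, and the scavenging genes of the paper's list. Gene lists were made from annotation words in Supplementary Data 1 and 2, which cover the paper's 700 genes only, or from locus numbers (glutathione reductase and respiratory burst oxidase). No gene of that list matched the words for thioredoxin and glutaredoxin, core histones, ribosomal proteins of mitochondria or chloroplasts, photosynthesis or seed storage proteins. List members were counted at an adjusted p under 0.05.

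The alternatives were median-of-ratios scaling, no filter, a filter at 5 FPKM, a pseudocount of 0.1, an adjusted p of 0.05 with no fold threshold, a replicate block, removal of each library's loess trend on gene length (span 0.3), the authors' own comparison, and each library left out in turn. Voom on recovered reads and the other line's Teqing libraries were added after the data were seen. Lengths for YIL25 were taken from the other tables by gene.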

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

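The tests of scale and of labels in the Teqing groups, the comparison with the other line's Teqing libraries, and both tests on chromosome 2 were chosen only after the results were seen.

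Teqing2 and Teqing3 are 1 genotype, yet 3204 of 19898 genes were at least 2-fold apart between them (in tables normalized separately), and Teqing3 over Teqing2 had a median log2 difference of 1.86 in the 690 genes up in pCPL and down in pOE and of -1.44 in the 285 genes that went the other way. Genes picked for opposite changes must differ between the Teqing groups or between the lines (pCPL over pOE, 1.51 in the first set), and with each line set against the other line's Teqing libraries, Pearson's r between pCPL and pOE went from -0.396 to -0.0946. A difference of scale moves all genes of a table the same way, and the median of 0.013 over all 19898 genes (quartiles -0.40 and 0.46) argues against it as the source of these changes. pCPL and Teqing3 were the closest pair of these groups (r = 0.969, 783 genes 2-fold apart, against 2671 for pCPL and Teqing2), but BOC1, at least 31.5 FPKM higher in pCPL than in Teqing3, argues against pCPL callus labelled as Teqing3. By the same measures, pOE was nearer to Teqing2 (r = 0.914, 2510 genes 2-fold apart) than to its own Teqing3 (r = 0.901, 3098 genes). Over the 5489 genes tested in all 3 comparisons, Teqing1 was 2-fold apart from Teqing2 in 467 and from Teqing3 in 876. Medians of Teqing3 over Teqing2 in genes up and in genes down in YIL25 were 0.85 apart. A gap of this size was predicted beforehand for a callus state that varies between Teqing cultures. In those not called in pCPL or pOE the medians were 0.10 and 0.045. Leaving out called genes makes small medians likely, so this subset cannot weigh against such a state. A varying callus state stays open, as do a batch, an exchange of Teqing groups between the tables and an effect of BOC1. Each line was sequenced with its own Teqing group.

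The actin gene LOC_Os03g50885, the reference of the paper's RT-qPCR and a gene of its DDU list, was at 10.1, 9.33 and 12.0 FPKM in pCPL against 37.4, 42.2 and 39.5 FPKM in Teqing2 (log2 fold change -1.83, limma adjusted p = 7.19e-08). In pOE it was at 26.2, 27.5 and 27.3 FPKM against 8.53, 9.38 and 8.10 FPKM in Teqing3 (log2 fold change 1.53, limma adjusted p = 5.91e-08). The difference between the lines was not tested, and the gene was not analysed here in YIL25. Teqing2 and Teqing3 themselves stood at different levels (tables normalized separately). pCPL was near the Teqing3 level and pOE was below Teqing2, so the changes of actin depend on the Teqing group used.

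Os08g0246001, with no description in the sources used here, was at 0, 0.157 and 0 FPKM in pCPL against 51.0, 53.1 and 47.0 FPKM in Teqing2 (log2 fold change -5.61). In pOE it was at 49.0, 52.2 and 48.1 FPKM and listed at 0 in all 3 Teqing3 libraries (fitted log2 fold change 5.66, which depends on the pseudocount), and the difference between the lines was not tested. Here too the Teqing groups differed, with pOE near the Teqing2 level and pCPL near the Teqing3 level.

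The paper does not analyse where changed genes lie, and in YIL25 97 of 5742 genes with a known position were below 10% of their Teqing1 mean, up to 12 of them within 100 neighbouring genes on chromosome 2 (from 21098190 to 22572227). Random reorderings of the genes argue against chance positions (permutation test, p = 0.000200). In the first 8 Mb of chromosome 2, where the paper draws an introgressed segment, 32 of 634 genes were near absent against 30 of 2891 on chromosome 1 (two-sided Fisher's exact test, p = 1.39e-09), so wild rice sequence that maps poorly to the reference may lower some of these values. The part from 21 to 24 Mb (18 of 223 genes) is not drawn as introgressed. The short arm of chromosome 3 also carries a wild rice segment according to the paper. The listed part of chromosome 3 had 4 of 434 genes near absent (0.922%), no more than chromosome 1 (1.04%). This part ends before BOC1, with its last gene starting at 4336742. It may lie outside that segment, so its share cannot weigh on wild rice sequence as a cause. Genes near absent in Teqing1 were also a larger share of the first 8 Mb (19 genes, 3.00%) than of chromosome 1 (14 genes, 0.484%), and reads were not analysed here.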

How the results depend on the processing

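Among the tests here, the comparison with the other line's Teqing libraries and the voom fit were chosen after the data were seen, and the other alternatives were set before the data were examined. At an adjusted p of 0.05 with no fold threshold, which asks less of each gene by construction, limma called 5957 genes in YIL25, 15284 in pCPL and 15955 in pOE, with 738 UUD and 838 DDU genes, and BOC1 passed in pCPL (0.81). With the authors' fold changes and p-values there were 168 UUD genes. A filter at a mean of 5 FPKM tests fewer genes and left 22 changed list members in YIL25 (44 before) and 115 in pCPL (177 before). Pearson's r between pCPL and pOE was -0.421 with that filter, -0.389 with the length trend removed and -0.0946 with the other line's Teqing libraries, and the cause was not tested. With each library left out in turn, calls were 1361 to 1478 in YIL25, 2876 to 2975 in pCPL and 3357 to 3465 in pOE. UUD genes were then 93 to 105, DDU genes 60 to 71, and changed list members 43 to 44, 175 to 177 and 171 to 176. BOC1 was at a log2 fold change of 0.80 to 0.82 in pCPL and 3.10 to 3.16 in pOE, and r at -0.398 to -0.393. Of 191 settings of the main results, 174 kept direction, call and size of count. Size of count was judged loosely. For example, 1268 calls in YIL25 with the replicate block, against 1730 in the main fit, counted as kept. Of 4089 values for named genes and list members, 3903 stayed as they were, 75 kept direction but no longer passed, 108 newly passed and 3 changed sign. Those were LOC_Os02g56850 in YIL25, which went from -0.13 to 0.052 with median-of-ratios scaling and 0.087 with the authors' values, and LOC_Os03g06740 in YIL25, at -0.026 to 0.072 with each library left out. Voom on reads recovered from FPKM and gene length called 4228 genes in pCPL and 4841 in pOE. BOC1 in YIL25 gave no value, and this voom fit was the only alternative on counts, run in pCPL and pOE. The length trend was not removed for the count in YIL25, where 70.1% of tested genes have a known length. Depth may limit the calls of genes near 1 FPKM, which was not tested. A pseudocount of 0.1 gave 1834 calls in YIL25, 3732 in pCPL and 4287 in pOE at the same depth. Genes below 1 FPKM in both groups were not tested.

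Replicate numbers were checked as a pairing. Deviations of libraries with the same number had correlations of -0.0342 to 0.00866, and not every library correlated best with its own number. With the number as a block, limma called 1268 genes in YIL25, 2981 in pCPL and 3482 in pOE, with 92 UUD and 58 DDU genes. With the length trend also removed, the block gave 2936 calls in pCPL and 3331 in pOE.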

Differences from the paper's values

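The tests by voom were chosen after the result was seen. The paper counts 4 aldehyde dehydrogenase genes among the UUD genes, and its supplementary list annotates 1 gene in that way. The other genes of the kind are 1 aldo/keto reductase and 2 glyoxalase genes. No alternative set before the data were examined changes an annotation.

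For OsSAG12-1 (LOC_Os01g67980) in YIL25, the paper's log2 fold change is 2.97, and the log2 ratio of the mean FPKM is 2.75 (error 0.0394 from the replicate SDs). Under median-of-ratios scaling, an alternative set before the data were examined, the ratio is 2.94 and no longer differs by more than its error. With each library left out in turn it is 2.73 to 2.76 and still differs. Over the paper's listed genes, its values were higher than this ratio by a median of 0.22 in YIL25 and by 4.44e-05 in pOE.

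The paper lists OsWRKY23 (LOC_Os01g53260) as increased in pOE, where its log2 fold change here was 0.80, below the fold threshold on the log2(FPKM + 1) scale. It passed with a pseudocount of 0.1 (1.01), with the authors' fold change and p-value, and with no fold threshold. It also passed with voom on recovered reads (1.03).

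Of the paper's 410 UUD genes, 121 have a value in YIL25, and 71 of these were called in all 3 comparisons here. With the authors' fold changes and p-values 110 were called, with a pseudocount of 0.1 81, and with voom in pCPL and pOE 80, which are all those called in YIL25 by limma, where voom was not run. In pCPL and pOE together voom called 398 of the 410 and drops 12, against 286 called by limma. Of the paper's 290 DDU genes, 86 have a value in YIL25 and 52 were called in all 3. The authors' values gave 82, a pseudocount of 0.1 gave 65 and voom gave 73. In pCPL and pOE together voom called 279 of the 290 and drops 11, against 167 called by limma. Of the 105 UUD genes called here, 34 are not in the paper's list, and 23 of these have no locus number of the kind the list uses. Of the 68 DDU genes, 15 have no match by locus in the paper's lists, and 12 of these have no such number. The DDU gene Os01g0655300 was counted as listed by its locus, LOC_Os01g46700, which the UUD gene Os01g0655250 shares.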

Other observations

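Several large changes of each line were in genes with no description in the sources used here. In YIL25, LOC_Os02g38750 fell to 1.73 ± 0.257 against 158 ± 9.18 FPKM, and LOC_Os02g01880 rose to 31.7 ± 2.14 against 0.0276 ± 0.0478 FPKM (log2 fold changes of -5.87 and 4.99). In pCPL, Os10g0344800 rose to 84.5 ± 3.26 against 0.245 ± 0.260 FPKM, LOC_Os12g25090 fell to 113 ± 1.03 against 1262 ± 28.2 FPKM and LOC_Os04g29550 fell to 0.608 ± 0.420 against 66.7 ± 2.10 FPKM. In pOE, LOC_Os11g26790 fell to 0.675 ± 0.318 against 103 ± 6.68 FPKM and LOC_Os02g37250 to 0.256 ± 0.248 against 65.1 ± 5.28 FPKM, and LOC_Os04g32610 rose to 84.7 ± 1.91 against 3.57 ± 0.468 FPKM. All of these passed the thresholds by limma.

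The test of Teqing3 over Teqing2 against gene length was chosen only after the result was seen. Log2 fold changes rose with gene length in YIL25 and pCPL and fell with it in pOE, and in YIL25 the median was below 0 in all but the longest 10% of genes. Among the shortest 10% of genes the median log2 fold change was -0.50 in YIL25, -0.16 in pCPL and 0.24 in pOE, and among the longest it was 0.03, 0.16 and -0.25. The length trend may add to the UUD and DDU genes but is not their whole cause, since 85.0% of them (96 of 105 and 51 of 68) were called again after it was removed. Nor is it made by the BOC1 lines alone, since Teqing3 over Teqing2 had a Spearman's rho of 0.148 with length, against 0.137 for pCPL and -0.191 for pOE. RNA quality and library preparation were not tested.

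The 6 libraries of a comparison can be split in 10 ways, so the share of splits with as many calls cannot be under 0.05. The real split called 1730 genes in YIL25, 2992 in pCPL and 3506 in pOE by limma, and the highest other split called 0 in each. For the 105 UUD and 68 DDU genes, 100 draws of recombined splits (1 as large, the real one, and 0 genes in the highest other) add nothing, since no other split had calls.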
